# Differential regulation of the c-Myc/Lin28 axis discriminates subclasses of rearranged MLL leukemia

**DOI:** 10.18632/oncotarget.8199

**Published:** 2016-03-19

**Authors:** Lili Chen, Yuqing Sun, Jingya Wang, Hui Jiang, Andrew G. Muntean

**Keywords:** acute myeloid leukemia, MLL, c-Myc, Lin28, let-7

## Abstract

*MLL* rearrangements occur in myeloid and lymphoid leukemias and are generally associated with a poor prognosis, however this varies depending on the fusion partner. We modeled acute myeloid leukemia (AML) in mice using various MLL fusion proteins (MLL-FPs) and observed significantly different survival outcomes. To better understand the differences between these leukemias, we examined the genome wide expression profiles of leukemic cells transformed with different MLL-FPs. RNA-sequencing and pathway analysis identified the c-Myc transcriptional program as one of the top distinguishing features. c-Myc protein levels were highly correlative with AML disease latency in mice. Functionally, overexpression of c-Myc resulted in a more aggressive proliferation rate in MLL-FP cell lines. While all MLL-FP transformed cells displayed sensitivity to BET inhibitors, high c-Myc expressing cells showed greater resistance to Brd4 inhibition. The Myc target *Lin28B* was also differentially expressed in MLL-FP cell lines in agreement with *c-Myc* expression. Examination of Lin28B miRNAs targets revealed that *let-7g* was significantly increased in leukemic cells associated with the longest disease latency and forced *let-7g* expression induced differentiation of leukemic blasts. Thus, differential regulation of the c-Myc/Lin28/*let-7g* program by different MLL-FPs is functionally related to disease latency and BET inhibitor resistance in *MLL* leukemias.

## INTRODUCTION

Rearrangements at chromosome 11q23 (*MLL* translocations) produce fusion proteins (MLL-FPs) composed of the N-terminus of Mixed Lineage Leukemia (MLL) and various c-terminal fusion partners. *MLL* translocations are associated with approximately 10% of human acute leukemia, including pediatric, adult and therapy-related leukemia [1]. However, this chromosomal aberration is extremely common in infant leukemia patients, with ~70% of infant Acute Lymphoid Leukemia (ALL) and ~30% of infant Acute Myeloid Leukemia (AML) patients harboring MLL translocations [1]. Patients harboring *MLL* translocations have a relatively poor prognosis, however this can vary according to the fusion partner. For example, favorable outcomes with a 5-year event free survival (EFS) rate of 92% were observed in pediatric AML patients with t(1:11)(q21;p23) (MLL-AF1q) while poor clinical outcomes were observed for t(6;11)(q27;q23) (MLL-AF6), t(10;11)(p11.2;q23) (MLL-ABI1) and t(4;11)(q21;q23) (MLL-AF4) with EFS rates of 11%, 17% and 29% respectively [2, 3]. These data suggest different MLL fusion proteins may utilize alternative mechanisms of transformation to activate unique gene programs that lead to more aggressive diseases. Indeed, recent biochemical characterization of MLL fusion proteins has revealed differing mechanisms of transformation dependent on the fusion partner.

Since its discovery [4], more than 100 MLL fusion partners have been identified. MLL translocations result in the loss of the MLL c-terminus containing a SET domain responsible for H3K4 methyltransferase activity and gene activation [5, 6]. Although the functions of all resultant fusion proteins have not been fully characterized, some commonalities exist, such as the up-regulation of downstream genes, *Hoxa9* and *Meis1*, which in combination can induce aggressive leukemia in recipient mice [7, 8]. MLL fusion partners can be classified by their subcellular localization, nuclear and cytoplasmic. Recent seminal work by a number of groups has revealed that several of the most common nuclear translocation partner genes (including *AF9, ENL, AFF1 (AF4), AFF4 (AF5q31), AF10, AF17* and *ELL*) assemble into a transcriptional activation complex that includes p-TEFb and/or the histone H3K79 methyltransferase DOT1l. Translocation of *MLL* with members of this complex results in deregulated transcriptional activation of target genes due to deregulated phosphorylation of RNA pol II CTD by p-TEFb and increased H3K79 methylation by DOT1L [9-14]. Therapeutic targeting of Dot1L enzymatic activity has provided a potential therapy strategy for MLL leukemia [15].

Conversely, structure/function studies of MLL-FPs bearing cytoplasmic partners, such as AF1p and GAS7, have revealed that coiled-coil oligomerization motifs found in cytoplasmic partners are necessary for transformation [16, 17]. This has also been demonstrated for MLL-AF6 where RA motifs in AF6 were necessary and sufficient for MLL-FP transformation [18]. Interestingly, MLL-AF6 leukemias remain sensitive to DOT1l inhibitors [19]. Another important distinction between cytoplasmic and nuclear fusions is the dependence on Hoxa9. The MLL-AF9 fusion protein, which interacts with p-TEFb/DOT1l, is not capable of inducing leukemia in recipient mice when introduced into *Hoxa9* deficient cells [20], while the cytoplasmic fusion MLL-GAS7 is capable of driving leukemia in cells deficient for either *Hoxa9* or *Hoxa7* [21]. These data point to differences in gene program induction by different MLL-FPs. Indeed, comparisons of primary leukemic cells derived from different MLL fusion proteins have revealed differences in c-kit surface expression that may account for differences in disease latency [22]. Still the gene programs induced directly by different MLL fusion proteins remain unclear.

We modeled MLL leukemia in mice to gain a better understanding of the gene programs induced by various nuclear and cytoplasmic MLL-FPs. Our mouse models of MLL rearranged leukemia display differences in disease latency reflecting differences seen amongst patients with MLL rearrangements. Using genome-wide expression and pathway analysis, we discovered differential activation of the c-Myc transcriptional pathway as a distinguishing feature of MLL leukemia with a short and long disease latency. Indeed, modulation of c-Myc by overexpression or chemical inhibition establishes c-Myc as both universally required in MLL leukemia and determinant of cell proliferation rates. We also observe differential regulation of the c-Myc target and miRNA regulator Lin28B amongst various MLL-FPs. Negative regulation of miR-150 by Lin28B was observed in all MLL-FP cell lines, which is necessarily downregulated in 11q23 leukemias. Interestingly, weaker repression of another Lin28B target, *let-7g*, was correlated with c-Myc expression levels and proliferation rates observed in MLL cell lines and promoted a differentiation phenotype in all MLL-FP cells. These data suggest different 11q23 rearrangements differentially activate the *Myc* transcriptional program that, in part and with exception, contributes to different disease latencies.

## RESULTS

### Disease latency varies with fusion partner in a mouse model of MLL leukemia

To better understand the direct roles of different MLL fusion proteins on transformation, cell lines were generated by transducing Kit^+^ enriched mouse hematopoietic stem and progenitor cells with retroviruses encoding MLL-AF1p (distinct from the MLL-AF1q fusion reported in Balgobind et al. [2]), MLL-AF6, MLL-AF9, MLL-AF10, MLL-ENL and MLL-Gas7 (Figure 1A). To gain insight into the proliferative capacity of these cell lines, we performed an *in vitro* growth assay in the presence of Il3. MLL-AF6, MLL-AF9, MLL-AF10 and MLL-ENL cells grew significantly faster than MLL-AF1p or MLL-Gas7 cells suggesting fusion protein intrinsic differences in transformation (Figure 1B). Expression of MLL-FP proteins in mouse leukemic cell lines was confirmed by qPCR and western blotting (Supplemental Figure 1A). While MLL-FP expression varied, this did not correlate with the growth rate suggesting differences in proliferation are not correlated to MLL-FP protein level. While all MLL-FP leukemic cell lines displayed both c-Kit^hi^ and c-Kit^low^ populations, MLL-AF1p, MLL-AF6, MLL-AF10 and MLL-Gas7 cells showed distinct populations of c-Kit^hi^ and c-Kit^low^ in contrast to MLL-AF9 and MLL-ENL cells (Supplemental Figure 1B). All MLL-FP cell lines displayed Cd11b surface expression on almost all cells consistent with a myeloid leukemia phenotype. Together, only minor differences in cell surface expression of c-Kit and Cd11b were observed between MLL-FP cell lines that poorly correlated with cellular proliferation.

**Figure 1:**
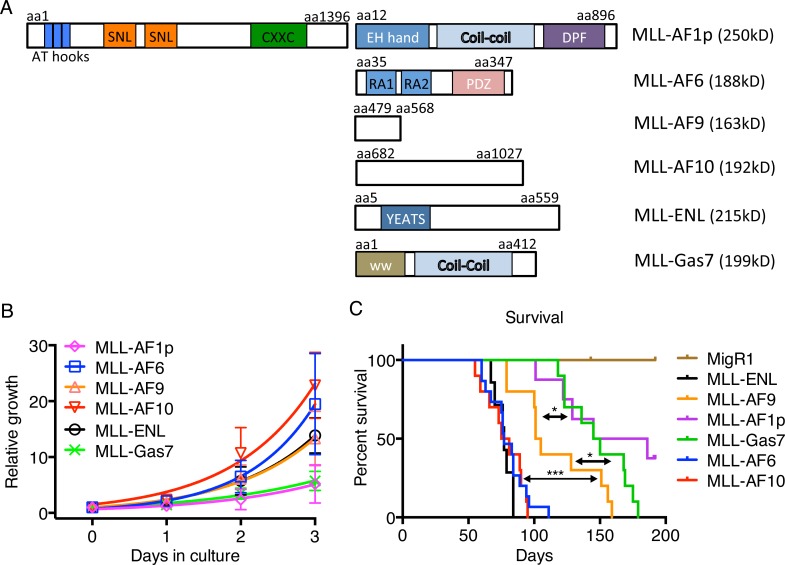
MLL fusion partners are associated with different phenotypes **A.** Schematic of MLL-FPs used in this study with structural domains indicated. Predicted molecular weights are shown. Amino acid location is indicated. **B.** Proliferation of MLL-FP leukemia cell lines. Error bars indicate standard deviation from two independent experiments with technical duplicates. **C.** Survival curve of mice transplanted with indicated MLL-FP transduced cells. MLL-AF1p: *n* = 8; MLL-AF6, *n* = 15; MLL-AF9, *n* = 10; MLL-AF10: *n* = 10; MLL-ENL: *n* = 7; MLL-Gas7: *n* = 10. ***, *p* < 0.001 *, *p* < 0.05 (determined by Log-rank test)

To investigate how MLL fusion partners influence disease latency, we performed *in vivo* leukemogenesis assays using syngeneic bone marrow transduction and transplantation. Lin-c-kit^+^ bone marrow cells were harvested from C57BL/6 mice, transduced with MLL-FPs, transplanted into lethally irradiated recipient mice and monitored for disease. Interestingly, disease latency varied with MLL fusion partner (Figure 1C). Most recipients receiving MLL-AF6, MLL-AF10 and MLL-ENL cells developed leukemia in 2 to 3 months post transplantation. The median survival for MLL-AF6, MLL-AF10 and MLL-ENL is 77, 78, 77 days respectively. MLL-AF9 mice developed leukemia with a significantly longer median survival of 103 days. MLL-AF1p and MLL-Gas7 mice displayed a significantly longer disease latency compared to MLL-AF9 with a median latency of 165.5 and 147.5 days respectively (Figure 1C). The short disease latency of MLL-AF6 and MLL-AF10 mice is consistent with aggressive disease in human patients associated with t(6;11) or t(10; 11) translocations. Further, the differences in disease latency in our mouse model are reflective of variable disease latencies seen in patients harboring different MLL translocations [2, 3]. MLL-AF1p and MLL-Gas7 mice had significantly longer disease latency and some MLL-AF1p mice did not develop leukemia during our disease-monitoring period. It should be noted that the most aggressive fusion clinically, MLL-AF6, displayed a similar latency as the standard risk MLL-ENL which may reflect differences between mice and humans. All mice displayed splenomegaly at their moribund state (Supplemental Figure 1C). Histological staining showed increased blast cells in MLL-FP mouse peripheral blood, disrupted spleen structures and infiltration of blast cells into spleen and liver (Supplemental Figure 1D). Bone marrow cytospins confirmed the presence of immature myeloid cells with high nuclear to cytoplasm ratios consistent with the development of a myeloid leukemia (Supplemental Figure 1D).

### MLL-FP initiates distinguishable transcriptional programs during leukemic transformation

We next asked whether distinct MLL-FPs initiate distinguishable gene programs based on fusion partner. Some programs, such as upregulation of the *HoxA* cluster genes and Meis1 to block differentiation or *Myb/Hmgb3/Cbx5* utilized for maintaining leukemic stem cells are activated independent of fusion partner [22, 23]. However, differences in disease latency and mechanisms of transformation suggest unique programs may be initiated. To test this RNA sequencing was performed on RNA extracted from two independently derived cell lines transformed with different MLL-FPs. 

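RNA was sequenced from mouse bone marrow cells transformed by each of 5 MLL-FPs and from non-transformed lin- kit+ bone marrow cells (Kit+ BM), with 2 independently acquired samples per condition and 12 libraries in all. MLL-AF9 and MLL-ENL carry partners that act in the nucleus and form the nuclear group, with 4 libraries. MLL-AF1p, MLL-AF6 and MLL-Gas7 carry cytoplasmic partners and form the cytoplasmic group, with 6 libraries. The labels describe the control cells as kept in culture for 5 days with the cytokines IL3 and SCF before RNA was taken. Libraries were made from polyadenylated RNA with oligo(dT), and the authors aligned the reads to the mouse genome (mm10) with Bowtie and TopHat and counted them per gene with HTSeq. The deposited values are CPM, the reads of a gene scaled to the reads counted on all genes of the library, and 17675 genes were above 0 in any library. Whether the counting used the strand of the reads is not stated in the paper's text. In every library 100% of the CPM values were whole multiples of the value of 1 read, so the reads behind them were recovered. Between 25911654 and 36918313 reads per library were counted on genes, with a median of 31686012. The median of the duplicates was 27445585 reads for Kit+ BM, 30937818 for MLL-AF1p, 29590819 for MLL-AF6, 33137938 for MLL-Gas7, 36694098 for MLL-AF9 and 34146106 for MLL-ENL. The nuclear group was therefore sequenced more deeply than the cytoplasmic group, with medians of 36158437 and 30639032 reads. A gene with 3 reads had between 0.0813 and 0.116 CPM, and values at or below this level were treated as not detectable at this depth; the limit covers counting error only. Genes with a CPM of at least 1 when summed over the 12 libraries were kept, which left 13927. Differences were tested with limma on log2(CPM + 1), with one mean per condition and a spread shared by all 12 libraries, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called changed. The pseudocount of 1 understates the change of genes with low CPM. The labels number the duplicates of each condition 1 and 2, and each test was repeated with this number as a block. No sequencing batch is named in the paper's text, so none was modelled.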

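Of the 13927 genes tested against Kit+ BM, limma called 7472 changed in MLL-AF9 cells (4008 higher and 3464 lower) and 7106 in MLL-ENL cells (3813 higher and 3293 lower). Fewer genes were called in the cytoplasmic group, with 5317 in MLL-Gas7 (2633 higher and 2684 lower), 4989 in MLL-AF1p (2342 higher and 2647 lower) and 4448 in MLL-AF6 (2476 higher and 1972 lower). The alternative that moved these numbers most was a fit of the compared libraries alone, 2 against 2, which called 3129 genes in MLL-AF1p. With median-ratio scaling of the libraries, the share of higher genes among those called fell from 53.6% to 43.3% in MLL-AF9, from 53.7% to 42.6% in MLL-ENL, from 55.7% to 45.8% in MLL-AF6, from 49.5% to 42.5% in MLL-Gas7 and from 46.9% to 45.1% in MLL-AF1p. edgeR's quasi-likelihood test on the recovered reads called 7174 genes in MLL-AF9, 6695 in MLL-ENL, 5078 in MLL-Gas7, 5022 in MLL-AF1p and 4012 in MLL-AF6. Samples with the same replicate number in the control and in an MLL-FP deviated from their group means with a correlation across genes between -0.33 and 0.18, the lowest in MLL-AF1p. With the replicate number as a block, the counts were 7635, 7297, 5457, 5136 and 4606 genes in the order MLL-AF9, MLL-ENL, MLL-Gas7, MLL-AF1p and MLL-AF6. With the control's replicate numbers crossed, a pairing added after the negative correlations were seen, they were 7717, 7325, 5563, 5225 and 4671.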

Non-transformed lin- kit+ bone marrow cells were used as control in comparison to MLL-AF9, MLL-ENL, MLL-AF6, MLL-AF1p and MLL-GAS7. 

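In a principal component analysis of log2(CPM + 1) over the 13927 genes, with each of the 12 libraries entered on its own, the first component held 46.9% of the variance, and the next components held 22.3%, 12.9% and 7.62%. The mean score on the first component was -60.8 for Kit+ BM, -23.0 for MLL-AF6, -7.36 for MLL-Gas7, -0.43 for MLL-AF1p, 45.4 for MLL-AF9 and 46.1 for MLL-ENL. Euclidean distances between libraries on the same scale were set against those between duplicates, which ran from 19.8 in MLL-AF9 to 45.1 in MLL-AF1p. Every distance between a control library and an MLL-FP library was larger, from 76.1 to 121. The share of the first component moved most when genes were scaled to unit variance, to 37.2%.

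**Figure D1:**
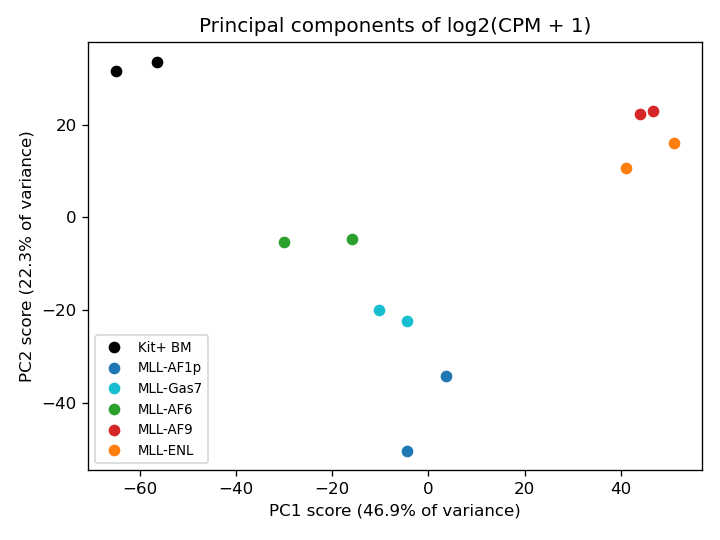
Scores of the 12 libraries on the first component (horizontal axis, 46.9% of the variance) and the next one (vertical axis, 22.3%) of log2(CPM + 1), with 1 point per library coloured by condition. The 2 Kit+ BM libraries lie at the left with a mean first score of -60.8, and the 4 libraries of MLL-AF9 and MLL-ENL lie at the right with means of 45.4 and 46.1.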

Principle component analysis indicated that MLL-leukemia cells initiated transcriptional programs distinct from lin- kit^+^ bone marrow cells (Figure 2A). 

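The 4 distances between an MLL-AF9 and an MLL-ENL library ran from 39.1 to 49.7, all above the distances between the duplicates of these lines, 19.8 in MLL-AF9 and 30.5 in MLL-ENL. Of the duplicates of the 6 conditions, only those of MLL-AF1p lay as far apart. By limma, 628 genes differed between MLL-AF9 and MLL-ENL, 288 higher in MLL-AF9 and 340 higher in MLL-ENL, and this was the smallest number among the 10 pairs of MLL-FPs. Samples with the same replicate number in these lines deviated together, with a correlation of 0.45 across genes, and the block on replicate number gave 635 genes. A fit of the 4 MLL-AF9 and MLL-ENL libraries alone called 173 genes.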

MLL-AF9 and MLL-ENL grouped with similar gene programs consistent with these two MLL-FPs transforming through enhanced transcriptional elongation due to association with p-TEFb and/or DOT1l and highly homologous sequences [24]. Conversely, MLL-AF6, MLL-AF1p and MLL-Gas7 programs are distinct from both MLL-AF9 and MLL-ENL and from each other suggesting gene programs initiated by MLL-FPs with dimerization motifs are unique (Figure 2A). 

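Distances between libraries of different cytoplasmic fusions ran from 55.0 to 84.4, all above the largest distance between duplicates. The distances from a nuclear to a cytoplasmic library ran from 74.2 to 98.4. The number of genes that differed by limma was 1847 between MLL-AF1p and MLL-Gas7, 2599 between MLL-AF6 and MLL-Gas7, and 3216 between MLL-AF1p and MLL-AF6. With the block on replicate number these were 2000, 2679 and 3365, and in fits of the compared libraries alone they were 286, 2575 and 1357. The 6 comparisons of a nuclear with a cytoplasmic fusion gave between 3814 genes, for MLL-ENL against MLL-Gas7, and 6639 genes, for MLL-AF1p against MLL-AF9. In fits of the compared libraries alone they gave between 1415 genes, for MLL-AF1p against MLL-ENL, and 6254, for MLL-AF6 against MLL-AF9. On the second component of the same analysis the mean scores were -42.3 for MLL-AF1p, -21.2 for MLL-Gas7 and -4.97 for MLL-AF6. The third component set MLL-AF6 apart with a mean of 41.5, and the fourth set MLL-Gas7 apart with a mean of 31.0.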

Next we performed unsupervised hierarchical clustering of MLL-FP cell lines and K-means clustering of genes visualized by comparison to expression in lin- kit^+^ bone marrow cells (Figure 2B). These data similarly suggest that MLL-AF9 and MLL-ENL initiate similar transcriptional programs that are distinct from MLL-AF1p, MLL-Gas7 and MLL-AF6 (Figure 2B). 

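Log2 fold changes against the mean of Kit+ BM were compared between MLL-FPs by uncentered Pearson correlation, the measure named in the paper's methods. These are correlations across the 13927 genes, which are not independent replicates, so no p was computed. MLL-AF9 and MLL-ENL had the highest of the 10 correlations, at 0.931. The next were MLL-AF1p with MLL-Gas7 at 0.814 and MLL-ENL with MLL-Gas7 at 0.735, and the lowest was MLL-AF6 with MLL-AF9 at 0.604. The shared control raises every one of these values. Relative to the mean of the 5 MLL-FPs, the pair MLL-AF9 and MLL-ENL had 0.621 and the next pair, MLL-AF1p and MLL-Gas7, had 0.178. In average-linkage clustering, MLL-AF9 joined MLL-ENL at a height of 0.0686 and MLL-AF1p joined MLL-Gas7 at 0.186. These pairs then joined each other at 0.296, and MLL-AF6 joined last at 0.348. With the fold changes taken relative to the MLL-FP mean, the last division was between MLL-AF9 with MLL-ENL and the 3 cytoplasmic fusions.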

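K-means clustering (K = 6, uncentered Pearson similarity, 50 seeded starts) was run on the log2 fold changes of the 11403 genes that changed by at least 1.2-fold in an MLL-FP. Cluster numbers are assigned anew here and are not those of Figure 2B. In 4 of the 6 clusters, holding 6566 genes, the mean fold changes of MLL-AF9 and MLL-ENL lay on one side of all 3 cytoplasmic fusions. The largest of these, cluster 3 with 3132 genes, held Myc and Lin28b and had mean log2 fold changes of 0.59 in MLL-AF9, 0.53 in MLL-ENL, 0.24 in MLL-Gas7, 0.22 in MLL-AF6 and 0.10 in MLL-AF1p. Cluster 4 (887 genes, Kit among them) also ran higher in the nuclear group, with 0.33 in MLL-AF9 and 0.22 in MLL-ENL against values between -0.33 and -0.10. Cluster 6 (1674 genes) ran lower, with -1.20 in MLL-AF9 and -1.11 in MLL-ENL against -0.35 to -0.13, and so did cluster 5 (873 genes), with -0.37 and -0.26 against 0.13 to 0.71. In cluster 1 (2190 genes) the mean log2 fold change was between 0.36 and 0.61 in the 5 MLL-FPs, and in cluster 2 (2647 genes) it was between -0.96 and -0.72. These are means, and single genes of a cluster can differ from them in direction. With single libraries left out in turn, the number of genes in clusters that part the groups ran from 6177 to 11491. By limma, 1684 genes changed in the same direction in all 5 MLL-FPs, 596 higher and 1088 lower, out of 10407 that changed in at least 1. With the block on replicate number, the count of genes changed in the same direction in all 5 MLL-FP vs Kit+ BM was 1759. Of the 1684 genes, 791 also differed in level between the nuclear and the cytoplasmic group.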

We further noted that while several sets of genes were similarly regulated by all MLL-FPs (clusters 2 and 5), differential regulation of some gene sets occurred between nuclear and cytoplasmic MLL-FPs (clusters 1, 3, 4 and 6) (Figure 2B, Supplemental Table 1). To identify the biological pathways that distinguish the nuclear fusion group (MLL-AF9 and MLL-ENL) and the cytoplasmic fusion group (MLL-AF6, MLL-AF1p and MLL-GAS7), we performed Gene Set Enrichment Analysis (GSEA). 

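Before any gene set is considered, the mean of MLL-AF9 and MLL-ENL was set against the mean of MLL-AF1p, MLL-AF6 and MLL-Gas7 for each of the 13927 genes. By limma, 7817 genes differed, 4306 higher and 3511 lower in the nuclear group, and 2339 of them differed by at least 1.5-fold on the log2(CPM + 1) scale. The share of higher genes among those called, 55.1%, was 46.8% with median-ratio scaling, 46.7% with DESeq2 and 49.7% with edgeR, so which direction held more genes depended on the setting. With the replicate number as a block the count was 7973; samples with the same number in a nuclear and a cytoplasmic line deviated with a mean correlation of 0.137 across genes. This test treats the spread between duplicates as the error. When the fusion was entered as a random block, so that the differences among fusions of one group counted as error too, 2198 genes differed, and all of them were among the 7817 in the same direction. Every nuclear library lay above every cytoplasmic library for 2170 genes and below for 1667, together 27.6% of genes. The paper describes the cell lines of a fusion as independently derived. Around the 2 group means the samples of a fusion were correlated, at 0.5185 with the fusion as a random block. Differences among fusions of one group give such a correlation in independently derived lines too. Chance gives 0.952% if the 10 libraries are independent, which correlated duplicates are not, and 20% if duplicates move as 1. The other 9 divisions of the fusions into 2 and 3, counted after this share was seen, separated between 1.48% and 13.1% of genes. The hallmark collection of Myc targets was not used here, and no enrichment score was computed.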

Interestingly, Myc targets were detected as the top gene sets enriched in MLL-AF9 and MLL-ENL cell lines compared to MLL-AF1p, MLL-AF6 and MLL-GAS7 (Figure 2C). In addition, we performed pathway analyses on gene clusters showing differential expression in Figure 2B. Expression values for the nuclear fusion group (MLL-AF9 and MLL-ENL) and cytoplasmic group (MLL-AF1p, MLL-GAS7, MLL-AF6) were averaged retrospectively, and compared between the two groups. 

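The mean CPM of the 4 nuclear libraries was divided by that of the 6 cytoplasmic libraries. The nuclear mean was at least 1.5-fold higher for 1473 genes and at least 1.5-fold lower for 2707 genes. Of the 1473 genes, 1170 were also past the limma threshold in the contrast of the group means, and for 634 every nuclear library lay above every cytoplasmic library. By K-means cluster, 577 of the 1473 lay in cluster 3, 331 in cluster 4, 337 in cluster 2 and 24 in cluster 1. The requirement that all nuclear libraries lie above all cytoplasmic libraries moved the count most among the alternatives, and a pseudocount of 1 added to both means, which lowers high ratios between low values, gave 697 genes.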

Genes with ≥1.5 fold change were analyzed using Toppfun [25]. 

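Supplemental Table 2 lists 10 targets of c-Myc transcriptional activation, 43 genes with a V$MYC_Q2 binding sequence and 17 with a V$MYCMAX_01 binding sequence. The paper took these genes from those with a ratio of at least 1.5 in the same libraries, so the direction of the differences is fixed in advance, their sizes are selected too, and the permutation tests on these lists are not independent evidence of a difference. Each library was scored as the mean over a list of log2(CPM + 1) relative to Kit+ BM. The nuclear minus cytoplasmic difference in score was 0.95 for the 10 activation targets, 0.76 for the 43 genes and 0.81 for the 17 genes. In each list all 4 nuclear libraries scored above all 6 cytoplasmic libraries (exact permutation test, 2-sided, p = 0.00476 of 210 splits). With the splits kept within replicate number, the block on replicate number, the exact permutation test gave p = 0.01, the smallest that 100 splits allow. Over the 5 fusions an exact permutation test cannot fall below 0.1, and it gave 0.1. By limma, 10 of the 10, 42 of the 43 and 17 of the 17 genes differed between the groups. In the clustering of log2 fold changes, 9, 39 and 15 genes of the lists lay in cluster 3, and the other genes, 1, 4 and 2, lay in cluster 4.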

Targets of c-myc transcriptional activation and genes containing a Myc/Max binding sequence were significantly enriched in the cluster 4 nuclear fusion group compared to the cytoplasmic fusion group (Figure 2D, Supplemental Figure 2A). 

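Against Kit+ BM, the median log2 fold change of the 10 targets of c-Myc transcriptional activation was 0.84 in MLL-AF9 and 0.72 in MLL-ENL, and limma called 10 and 9 of them higher. It was 0.25 in MLL-Gas7 with 3 genes called higher and 0.15 in MLL-AF6 with 1 gene called higher. In MLL-AF1p it was -0.19, with no gene called higher and 1 called lower. For the 43 genes with a V$MYC_Q2 sequence the medians were 0.91 in MLL-AF9, 0.81 in MLL-ENL, 0.33 in MLL-Gas7, 0.26 in MLL-AF6 and -0.01 in MLL-AF1p. For the 17 genes with a V$MYCMAX_01 sequence they were 1.01, 0.74, 0.33, 0.23 and -0.06 in the same order. The scores of the 10 genes in the duplicates were 1.26 and 1.26 in MLL-AF9, 1.09 and 0.91 in MLL-ENL, 0.52 and 0.54 in MLL-Gas7, 0.11 and 0.18 in MLL-AF6, and -0.02 and -0.27 in MLL-AF1p, so the gap between the groups was larger than that between duplicates. It was smaller than the distance between MLL-Gas7 and MLL-AF1p within the cytoplasmic group.

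**Figure D2:**
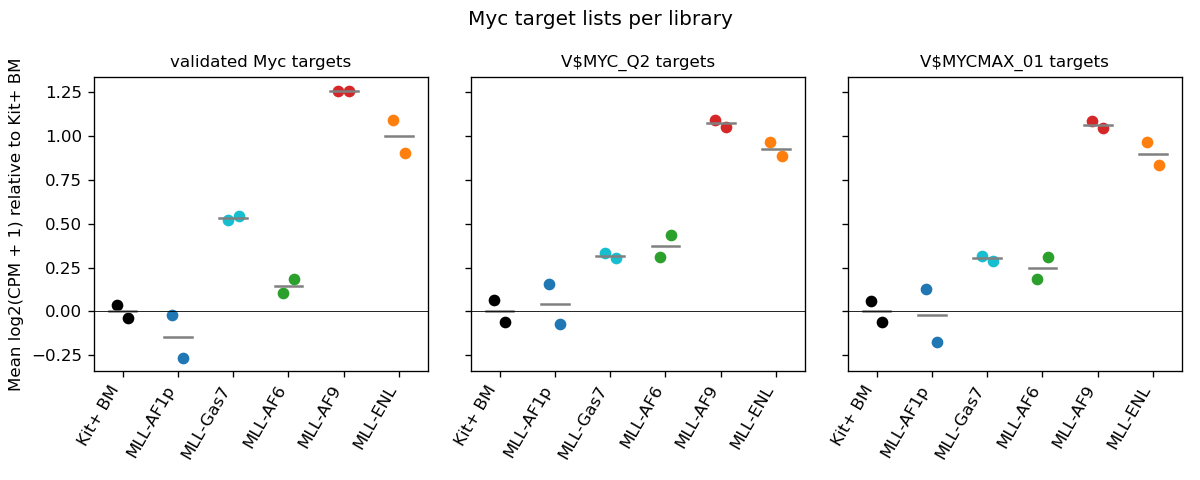
Mean log2(CPM + 1) relative to Kit+ BM (vertical axis) of the 3 Myc target lists in each library, with 1 panel per list, 1 point per library and a grey bar at the mean of the duplicates. In the left panel, of the 10 targets of c-Myc transcriptional activation, the MLL-AF9 and MLL-ENL libraries lie between 0.91 and 1.26 and the highest cytoplasmic library lies at 0.54.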

Further, the log2 fold change of Myc target genes (defined in Figure 2D and Supplemental Table 2) in MLL-FP cells compared to Kit^+^ bone marrow cells shows a significantly higher expression in the nuclear group compared to the cytoplasmic group (Supplemental Figure 2B). These data suggest that the Myc transcriptional program is differentially regulated by MLL-FPs. 

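Myc, which is itself among the 10 activation targets, lies on chromosome 15 of GRCm38 (mm10) from 61985391 to 61990374. Its expression was 191 ± 27.0 CPM (SD, n = 2) in Kit+ BM, 299 ± 21.3 in MLL-AF9 and 266 ± 3.55 in MLL-ENL. In the cytoplasmic group it was 164 ± 16.0 in MLL-AF1p, 188 ± 8.27 in MLL-AF6 and 190 ± 34.9 in MLL-Gas7 (SD, n = 2 each). Relative to Kit+ BM the log2 fold change was 0.65 in MLL-AF9 (standard error 0.133, limma adjusted p = 0.00227) and 0.49 in MLL-ENL (limma adjusted p = 0.0119). It was -0.21 in MLL-AF1p, -0.02 in MLL-AF6 and -0.01 in MLL-Gas7, with limma adjusted p values of 0.249, 0.946 and 0.952. The nuclear minus cytoplasmic difference was 0.65 (standard error 0.0858, limma adjusted p = 0.000165, and 0.000333 with the block on replicate number). Its error is the spread between duplicates and not that among fusions of one group. Without Myc, the score difference of the other activation targets was 0.98. Without Lin28b, an omission added after the values were seen, it was 0.71, and the scores in MLL-Gas7 were 0.30 and 0.30, with 0.66 in the lowest nuclear library. From the enrichment of Myc targets among genes higher in the nuclear group and from their fold changes over Kit+ BM, the paper proposes that MLL-FPs regulate the Myc transcriptional program differentially.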

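The 8 MLL-FP target genes examined, among them Hoxa7, Hoxa9, Hoxa10, Meis1, Eya1, Six4 and Mef2c, were tested against Kit+ BM in each of the 5 MLL-FPs, and limma called 38 of the 40 comparisons higher, whether adjusted over all genes or over these genes alone. Hoxa9 (chromosome 6 of GRCm38, 52223100 to 52231089) rose from 2.48 ± 1.02 CPM (SD, n = 2) in Kit+ BM to between 62.3 and 85.1 CPM, with log2 fold changes from 4.22 to 4.66. Hoxa10 (chromosome 6, 52231197 to 52240854) rose from 0.443 CPM to between 27.1 in MLL-Gas7 and 205 in MLL-AF6. Hoxa7 (chromosome 6, 52214491 to 52221854) rose by log2 fold changes from 3.27 to 4.18, Six4 (chromosome 12, 73099609 to 73113456) from 2.14 to 3.44 and Meis1 (chromosome 11, 18879817 to 19018985) from 1.16 to 2.78. The 2 comparisons that were not called were both in MLL-ENL. Eya1 (chromosome 1, 14168954 to 14310235) was at 0.986 ± 0.516 CPM in Kit+ BM, 59.7 ± 0.137 in MLL-AF6, 49.2 ± 0.250 in MLL-AF1p, 14.0 ± 1.26 in MLL-Gas7, 4.65 ± 0.984 in MLL-AF9 and 1.28 ± 0.277 in MLL-ENL (SD, n = 2 each). Its log2 fold change in MLL-ENL was 0.22 (standard error 0.193, limma adjusted p = 0.364). Mef2c (chromosome 13, 83504034 to 83667080) was at 36.6 ± 8.17 CPM in Kit+ BM, between 59.6 and 112 in the other 4 MLL-FPs and at 45.2 ± 4.15 in MLL-ENL, a log2 fold change of 0.31 (standard error 0.142, limma adjusted p = 0.0902). The block on replicate number also gave 38, and the crossed pairing, added after the values were seen, gave 39 by calling Mef2c in MLL-ENL. Between the nuclear and the cytoplasmic group, limma called Eya1 and Mef2c lower in the nuclear group, with differences of -3.32 and -0.85. It called Hoxa7 higher with 0.53 and Meis1 lower with -0.22. For Meis1 the cytoplasmic MLL-Gas7, at 30.2 CPM, lay below MLL-AF9 at 47.0 and MLL-ENL at 45.8. MLL-AF1p and MLL-AF6 lay above them, at 54.8 and 95.4 CPM. With a pseudocount of 0.1, Meis1 was no longer called (limma adjusted p = 0.0504).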

Importantly, previously reported direct targets of MLL-FPs, such as *Hoxa7, Hoxa9, Hoxa10, Meis1, Eya1, Six4, Mef2c* and others were up-regulated uniformly in all MLL-FP leukemias compared to bone marrow (Figure 2B (cluster 5), Supplemental Figure 2C), suggesting these do not account for differences in disease latency reported above (Figure 1C) [26, 27].

**Figure 2:**
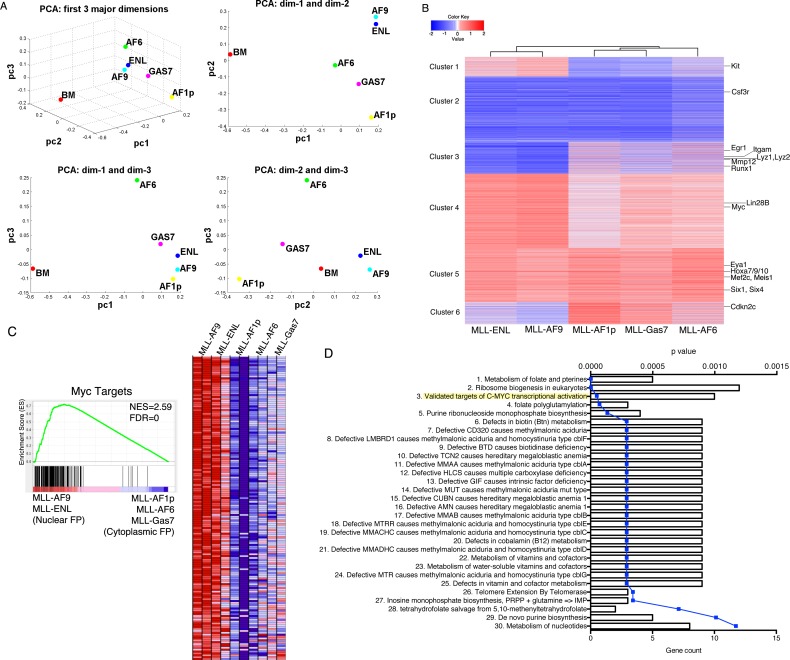
MLL-FPs induce distinguishable transcriptional programs **A.** 3D-principle component analysis (PCA) of averaged counts per million (CPM) data from RNA collected from duplicate samples of MLL-FP cells. 2D projections for each dimension are shown. **B.** Unsupervised clustering of averaged CPM data of all genes expressed in at least one sample. Heat map shows expression pattern in relation to lin^−^c-kit^+^ bone marrow cells. MLL-FP target genes and hematopoietic differentiation genes are listed. Six distinct clusters of genes are denoted. **C.** Enrichment of Myc targets was detected in the nuclear fusion group (MLL-AF9 and MLL-ENL) compared to the cytoplasmic fusion group (MLL-AF-1p, MLL-AF6 and MLL-GAS7) as determined by GSEA. Heatmap shows expression of core genes that contribute to pathway enrichment. Red indicates high expression. Blue indicates low expression. NES: normalized enrichment score. FDR: false discovery rate. **D.** Gene enrichment analysis performed by Toppgene. Averaged CPMs from MLL-AF9 and MLL-ENL were divided from averaged CPMs from MLL-AF1p, MLL-GAS7 and MLL-AF6 and genes with > 1.5-fold change ware analyzed. Results from cluster 4 analysis are shown. Bars indicate gene count, blue line indicates p value.

### Higher c-Myc expression imparts higher proliferative capacity and resistance to Brd4 inhibition

To understand the regulation and role of c-Myc in MLL-FP leukemia cells, we performed qPCR to confirm differences in expression amongst MLL cell lines. Indeed, MLL-AF9, MLL-ENL and MLL-AF10 transformed cells expressed higher *c-Myc* transcripts than MLL-AF1p, MLL-Gas7 and MLL-AF6 (Figure 3A). Western blotting confirmed *c-Myc* overexpression translated to higher protein levels in MLL-AF9, MLL-AF10 and MLL-ENL compared to MLL-AF1p and MLL-GAS7 cells (Figure 3B). Interestingly, MLL-AF6 cells displayed Myc protein levels comparable to MLL-AF10, MLL-AF9 and MLL-ENL despite mRNA expression levels similar to MLL-AF1p and MLL-GAS7 (Figure 3A and 3B). It is noteworthy that MLL-AF6 transformation also resulted in the shortest disease latency in mouse leukemogenesis assays without a pronounced Myc signature (Figure 1C). Since phosphorylation of Myc through the ERK signaling pathway can enhance protein stability [28], we investigated activation of this pathway in our MLL-FP cell lines. Indeed, MLL-AF6 cells showed robust phosphorylation of ERK, which may account for increased Myc protein (Supplemental Figure 3A). Collectively, MLL-FPs with relatively higher c-Myc protein levels (MLL-AF9, MLL-ENL, MLL-AF6, MLL-AF10) induced a significantly shorter disease latency compared to MLL-FPs with lower c-Myc protein levels (MLL-AF1p and MLL-GAS7) (Supplemental Figure 3B). We asked whether differences in *c-Myc* expression were caused by differential binding of MLL-FPs to the *c-Myc* locus by performing ChIP-qPCR. Immunoprecipitation of flag tagged MLL-FPs showed that all the MLL-FPs were recruited to Myc promoter regions and to lesser extent Myc enhancer regions, which led to H3K4 and H3K79 methylation (Figure 3C, Supplemental Figure 3C). The intensity of MLL-FP binding and di-methylation at H3K4 and H3K79 did not correlate with expression levels suggesting these factors do not contribute to differences in *c-Myc* gene regulation in MLL-FPs cells (Figure 3A, 3C and Supplemental Figure 3C). To evaluate the importance of *c-Myc* expression, we treated MLL-FP cell lines with the BET inhibitor JQ1, which inhibits the proliferation of multiple forms of leukemia by disrupting BRD4 regulation of *c-Myc* [29-31] and other factors such as *Myb* and *Ets* proteins [32, 33]. Cell viability assays demonstrated that while all MLL-FP cell lines were sensitive to JQ1 treatment, MLL-AF1p and MLL-Gas7 displayed the greatest sensitivity to JQ1, (IC_50_ of 38.44nM and 37.89nM, respectively) (Figure 3D). MLL-AF6, MLL-AF9, MLL-AF10 and MLL-ENL cells displayed significantly reduced sensitivity to JQ1 (IC_50_ = 74.33nM, 59.13nM, 55.99nM, and 47.02nM respectively)(Figure 3D). Western blotting confirmed JQ1 treatment leads to dose-dependent reduction of Myc protein in MLL-FP cell lines (Figure 3E). Finally, we mined *MYC* expression levels from human patients [34, 35]. These data show significantly increased expression of *MYC* in AML (including the 11q23 subpopulation) compared to bone marrow from healthy patients (Supplemental Figure 3D). Further, clinical studies have demonstrated *MYC* expression is correlated with a poor prognosis in AML [36]. These data suggest the c-Myc transcriptional program is universally required for viability amongst the tested MLL-FP cell lines and that higher *c-Myc* expression confers decreased sensitivity to Brd4 inhibition.

**Figure 3:**
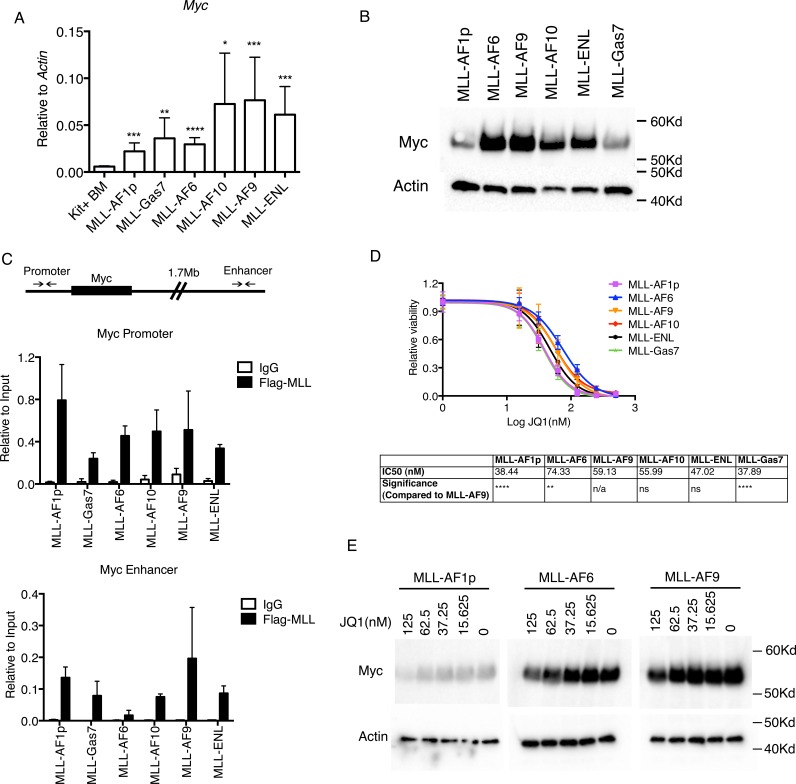
*c-Myc* expression distinguishes MLL-FP leukemias **A.** qPCR detecting the expression of *c-Myc* transcripts. Error bars indicate standard deviation of ≥ 3 independent experiments. Statistics were done by *t*-test with each MLL-FP cells compared to Kit+ BM. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001 **B.** Western blot detecting c-Myc protein level and loading control Actin in MLL-FP cells. One representative blot of three independent experiments is shown. **C.** ChIP-qPCR experiment detecting flag-tagged MLL-FPs or IgG on the *c-Myc* promoter and enhancer in MLL-FP cell lines. Error bars indicate standard deviation from ≥ 2 independent experiments. **D.** Relative viability of cells treated with JQ1 as detected by MTT assay. Data represents two independent experiments with four technical replicates. Statistics were analyzed by two-way ANOVA compared to MLL-AF9. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001. Calculated IC_50_ values are shown below. **E.** Western blot detecting c-Myc protein levels in cells treated with indicated dosage of JQ1.

We next tested the functionality of *c-Myc* overexpression by establishing MLL-FP cell lines with and without stable *c-Myc* overexpression. An analysis of cooperation between *c-Myc* and MLL fusion proteins in vivo was precluded by induction of an aggressive leukemia with indistinguishable disease latencies by overexpression of *c-Myc* alone or in combination with MLL-AF9 or MLL-GAS7 (Supplemental Figure 4A) and previously reported [37]. Thus, MLL-AF1p, MLL-AF6, MLL-AF9, MLL-AF10, MLL-ENL and MLL-Gas7 cells were transduced with MigR1-Myc or MigR1 and stable GFP+ cells were collected for *in vitro* proliferation assays in liquid culture. The growth rate (K) was represented by the slope of the regressed line (Figure 4). Ectopic c-Myc expression had a minimal effect on MLL-FP cells that displayed increased levels of c-Myc protein including MLL-ENL, MLL-AF9, MLL-AF10 and MLL-AF6 (c-Myc(K)/MigR1(K) = 1.23, 1.11, 1.03 and 1.09 respectively) (Figure 4). In contrast, the proliferation rate of MLL-AF1p and MLL-GAS7 cells, which displayed relatively lower c-Myc protein levels, responded to overexpression with an ~ 2 fold increased growth rate (c-Myc(K)/MigR1(K) = 1.91 and 1.90 respectively) (Figure 4), Expression of ectopic Myc was similar or slightly reduced in MLL-AF1p and MLL-GAS7 compared to other MLL-FP cell lines confirming increased growth rates are not due to differences in ectopic Myc expression (Supplemental Figure 4). Collectively, these data suggest that c-Myc expression regulates proliferation rates of MLL leukemic cells.

**Figure 4:**
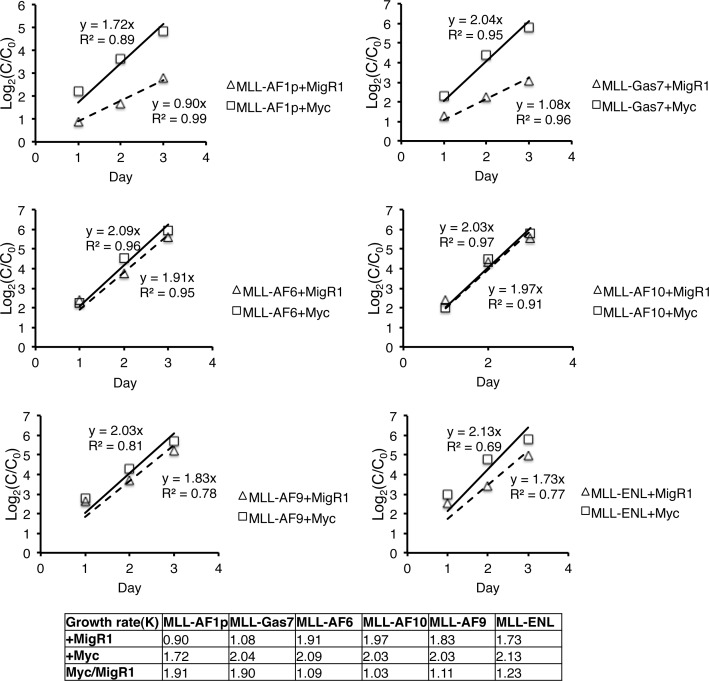
*c-Myc* expression increases the proliferative capacity of MLL-FP cells Growth rate of MLL-FP cell lines was determined following stable transduction of either empty MigR1 or MigR1-Myc. Data represents two independent experiments with technical duplicates. Only MLL-FP cells with lower c-Myc expression showed increased growth rates with overexpression of c-Myc. Differences in growth rates following overexpression of c-Myc in each MLL-FP cell line is shown relative to MigR1.

### The c-Myc/Lin28/Let-7 pathway is differentially activated by MLL-FPs

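Lin28b, the mouse gene of Lin28B, lies on chromosome 10 of GRCm38 from 45376620 to 45486395. Its expression was 31.4 ± 5.53 CPM (SD, n = 2) in MLL-AF9 and 9.58 ± 0.654 in MLL-ENL. In MLL-Gas7 it was 6.21 ± 0.735, and in MLL-AF6 0.317 ± 0.204 (SD, n = 2 each). Both MLL-AF1p libraries, with a mean of 0.0474 CPM, were below 3 reads, so Lin28b was not detectable at this depth there. The Kit+ BM libraries had 0.116 and 0.207 CPM, the first exactly 3 reads and so at the limit and not detectable either, and the fold changes over Kit+ BM rest on a control close to this limit. Relative to Kit+ BM the log2 fold change on the log2(CPM + 1) scale was 4.79 in MLL-AF9 (standard error 0.162, limma adjusted p = 2.03e-08), 3.19 in MLL-ENL (limma adjusted p = 3.46e-07) and 2.63 in MLL-Gas7 (limma adjusted p = 2e-06). No change was called in MLL-AF6 (log2 fold change 0.17, limma adjusted p = 0.455) or MLL-AF1p (-0.15, limma adjusted p = 0.529). The mean CPM of the nuclear group was 9.35 times that of the cytoplasmic group, and the log2 difference was 3.10 (standard error 0.105, limma adjusted p = 6.57e-08, and 5.12e-07 with the block on replicate number). The error in this test is the spread between duplicates, so differences among fusions of one group do not count. The cytoplasmic MLL-Gas7, at 6.21 CPM, lay nearer to the nuclear MLL-ENL, at 9.58, than to MLL-AF6 or MLL-AF1p. Within the nuclear group Lin28b was higher in MLL-AF9 than in MLL-ENL by 1.60 (limma adjusted p = 0.00049).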

Included in the deregulated c-Myc transcriptional program enriched in nuclear MLL-FP cells was the RNA binding and miRNA regulator *Lin28B* (Figure 2B and Supplemental Table 2). *Lin28B* is directly regulated by c-Myc and expression is associated with proliferation and invasiveness of multiple advanced human malignancies, including hepatocellular carcinoma, ovarian cancer, germ cell cancer and colorectal cancer [38-42]. Expression of *Lin28B* in c-kit+ mouse bone marrow cells was low (Figure 5A), consistent with previous reports [43]. Conversely, MLL-FP cells had significantly increased *Lin28B* expression compared to c-kit^+^ bone marrow cells with the highest expression in MLL-AF9, MLL-AF10, MLL-ENL reflecting *c-Myc* expression in these cells (Figure 5A). An important target of Lin28B in leukemic cells is miR-150 which negatively regulates c-Myc. *miR-150* maturation suppression by Lin28B is an important mechanism for MLL-FP mediated leukemic transformation [44]. Mature *miR-150* levels are reduced in all MLL-FP subtypes compared to c-Kit^+^ bone marrow cells consistent with previous findings that MLL suppresses *miR-150* expression through the Myc/Lin28B pathway (Figure 5B) [44]. Of note, *miR-150* expression was also significantly lower in AML-ETO9a and E2A-HLF leukemia cell lines compared to c-Kit^+^ bone marrow (Supplemental Figure 5A). 

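Hmga2 lies on chromosome 10 of GRCm38 from 120361275 to 120476469. It was at 3.65 ± 1.11 CPM (SD, n = 2) in Kit+ BM, 2.08 ± 0.423 in MLL-Gas7, 1.60 ± 0.217 in MLL-ENL, 1.21 ± 0.338 in MLL-AF6, 0.925 ± 0.339 in MLL-AF9 and 0.705 ± 0.156 in MLL-AF1p (SD, n = 2 each). The log2 fold changes were -1.43 in MLL-AF1p (limma adjusted p = 0.000304), -1.26 in MLL-AF9 (limma adjusted p = 0.000496), -1.06 in MLL-AF6 (limma adjusted p = 0.0026), -0.82 in MLL-ENL (limma adjusted p = 0.00653) and -0.58 in MLL-Gas7 (limma adjusted p = 0.042). The block on replicate number called the same 5, with a limma adjusted p of 0.0435 in MLL-Gas7. With a pseudocount of 0.1 the limma adjusted p in MLL-Gas7 was 0.0933. Reads of Hmga2 can be split with the near-identical copy Hmga2-ps1, and the summed CPM of both genes was lower than in both control libraries in 6 of the 10 MLL-FP libraries. The nuclear and the cytoplasmic group did not differ (log2 difference -0.02, limma adjusted p = 0.925).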

We also noted that expression of the Lin28B target, *Hmga2*, was not altered in MLL-FP cells suggesting this pathway does not account for phenotypic differences (Supplemental Figure 5B). These data suggest another target may be responsible for differences in proliferation and disease latency associated with different MLL-FPs. Lin28B also directly binds and inhibits the processing of the miRNA let-7 which can also target *c-Myc* and other transcripts for degradation and is commonly repressed in human cancers [45-49]. Of the *let-7* family, *let-7a* and *let-7g* are decreased and *let-7b* increased in AML compared to CD34+ bone marrow [50]. We examined the expression of mature *let-7a, b, c,* and *g* in the different MLL-FP subtypes by Taqman microRNA assays and discovered the level of *let-7g* is increased specifically in MLL-AF1p and MLL-Gas7 cells compared to Kit+ bone marrow cells (Figure 5C). We observed either insignificant changes or varied expression that did not correlate with disease latency for *let-7a, b, c* between Kit+ bone marrow cells and MLL-FP leukemia cells (Supplemental Figure 5C, 5D, 5E). These data point to a potential role for *let-7g* in regulating cell proliferation and the aggressiveness of leukemic cells.

**Figure 5:**
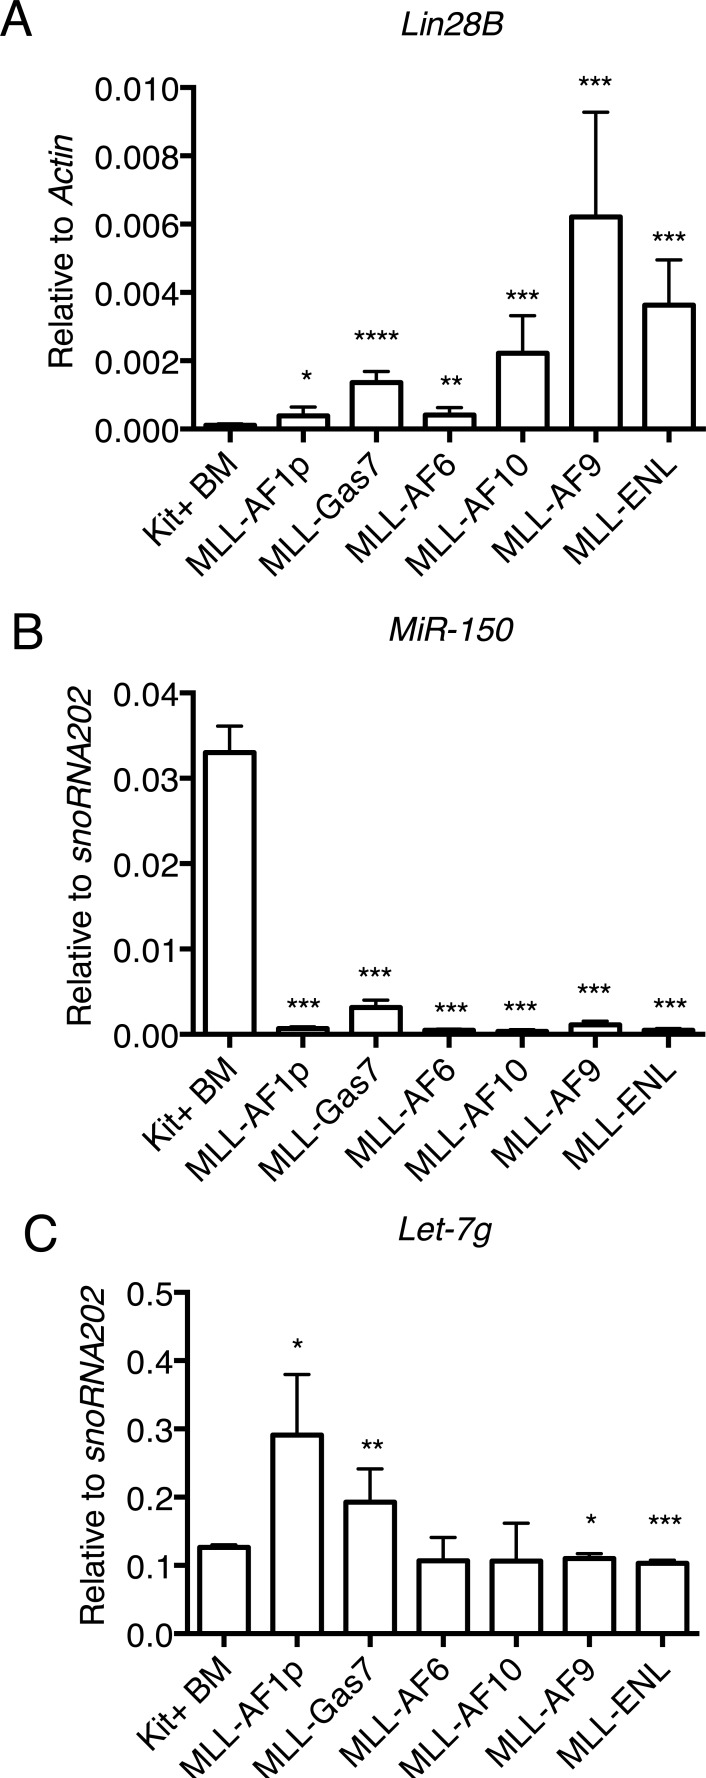
Lin28B and target miRNAs expression is altered in MLL-FP transformed leukemia cells **A.** Lin28B expression is increased in MLL-FP cell lines and reflective of *c-Myc* expression as assessed by qPCR. Errors bar indicate standard deviation from four independent experiments with technical duplicates. **B.** Mature miR-150 is repressed in all MLL-FP leukemia cells as detected by qPCR. **C.** let-7g expression is increased in MLL-FP cells with long disease latency as determined by qPCR. Error bars indicate standard deviation from two independent experiments with technical duplicates Statistics were done by *t*-test and were compared to kit+ bone marrow. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001.

### *Let-7g* induces leukemia cell differentiation

Decreased *let-7g* expression is associated with a poorer prognosis and increased metastasis of breast cancer while increased expression is associated with a more differentiated tumor phenotype [51]. Given the correlation between *Let-7g* and longer disease latencies observed in MLL-GAS7 and MLL-AF1p leukemias, we overexpressed *let-7g* in MLL-FP cells to test for increased differentiation using a miRNA retroviral vector (MPIE) that co-expresses GFP and examined the myeloid surface marker Cd11b (Figure 6A). Overexpression of mature *let-7g* was confirmed by qPCR (Figure 6B). MLL-FP cell lines were transduced with either MPIE or MPIE-*let-7g* retrovirus and cells were analyzed by flow cytometry to detect Cd11b and c-Kit expression (Figure 6A). GFP+ and GFP- cells expressed similar levels of Cd11b as shown by the mean fluorescence intensity (MFI) following transduction with empty MPIE (Figure 6C). Conversely, the GFP+ population displayed significantly increased Cd11b surface expression in MLL-AF1p, MLL-AF6, MLL-AF9, MLL-ENL and MLL-Gas7 cells following transduction with MPIE-*let-7g* (Figure 6C). The GFP- population served as an internal control and expressed similar levels of Cd11b to control cells (Figure 6A and 6C). In addition, MLL-AF6, MLL-AF9, MLL-AF10 and MLL-Gas7 cells transduced with *let-7g* displayed decreased c-Kit expression compared to the same cells transduced with vector control (Supplemental Figure 6). These data suggest increased expression of *let-7g*, as observed in MLL-AF1p and MLL-GAS7 cells, results in a more differentiated leukemic phenotype.

**Figure 6:**
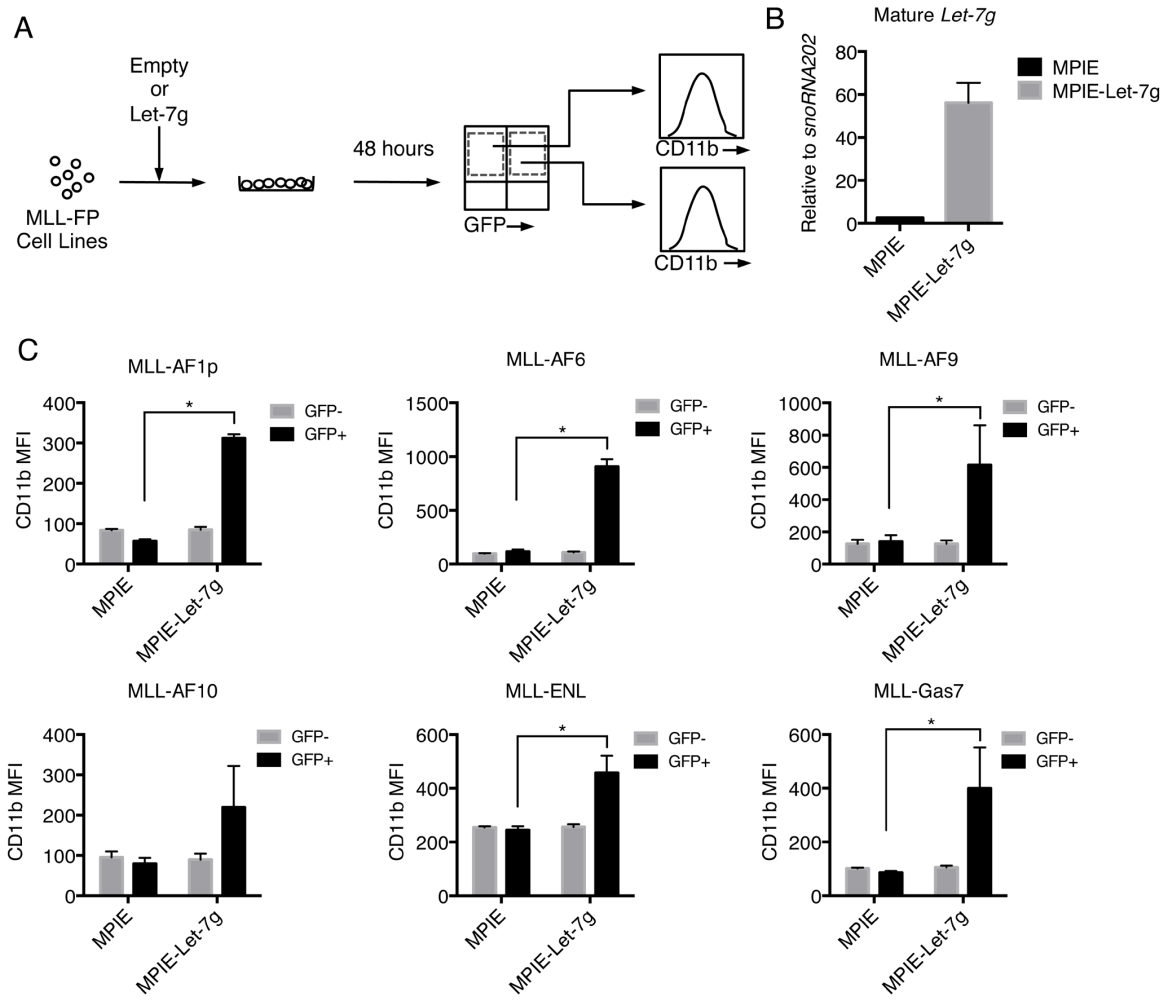
Overexpression of *let-7g* induces differentiation of MLL-FP leukemic cells **A.** Schematic of experimental protocol shows MLL-AF1p, MLL-AF6, MLL-AF9, MLL-AF10, MLL-ENL, and MLL-Gas7 cells were transduced with either MPIE or MPIE-let-7g. Cells were gated on GFP+ and GFP- populations and averaged expression of Cd11b on each population was calculated by mean fluorescence intensity (MFI). **B.** Increased expression level of mature *let-7g* in MPIE-let-7g transduced cells detected by miRNA qPCR. **C.** Increased Cd11b expression in MPIE-let-7g transduced MLL-FP cells compared to empty MPIE transduced cells. Error bars indicate standard deviation from two independent experiments with technical duplicates. Statistical significance determined by *t*-test. *, *p* < 0.05.

## DISCUSSION

MLL is rearranged with more than 100 partner genes in both pediatric and adult acute myeloid leukemia and generally associated with a poor prognosis. However, recent studies have revealed an association between the MLL fusion partner and disease latency [2, 3]. For example, the t(6;11) or t(10;11) translocations portend a poor prognosis with a 5-year event free survival (EFS) of less than 35% [2, 3]. Conversely, the t(1;11) translocation, coding MLL-AF1q, is associated with a good prognosis with an EFS of > 80%. Many patients with *MLL* translocations also harbor mutations in other genes, such as *FLT3* and *PTPN11*, which complicate the assignment of specific functions to each mutation [52, 53]. Here, we used *in vitro* and *in vivo* systems expressing various MLL-FPs to study the contribution of the MLL-translocation partner to transcriptional programs and disease latency. Our study demonstrates that different MLL fusion partners impart differential disease latency, which is positively correlated with *c-Myc* expression, a direct target of MLL-fusion proteins [54, 55]. Further, the miRNA regulator protein and c-Myc target gene, *Lin28B*, is increased in MLL leukemia cells compared to bone marrow. Both *miR-150* and *let-7* are repressed by both c-Myc and Lin28B [42]. We observed a striking repression of miR-150 in MLL-FP transformed leukemia cells in comparison to bone marrow. This is consistent with previous reports showing an association of Lin28B with malignant tumors and miR-150 repression in MLL leukemias [44]. However, modulation of another Lin28B target, *let-7g*, was most correlative with leukemia disease latency (Figure 5). Functionally, *let-7g* induces differentiation of MLL leukemic blasts suggesting this axis plays a role in blocking differentiation. Importantly, in addition to RAS, HMGA2 and cyclinD, *let-7* targets c-Myc for repression [56]. Thus, increased *c-Myc* expression positively feeds back on itself through increased Lin28B mediated repression of *let-7g*. Interestingly, *Let-7a* is reported to impart chemoresistance in AML cells bearing NPM mutations while increased *Let-7c* expression can promote granulocyte differentiation of PML/RARα leukemia cells [57, 58]. Our data demonstrates the importance of *Let-7g* in AML cells and is consistent with a model whereby MLL-FPs associated with short disease latency induce higher levels of *c-Myc* and *Lin28B* expression compared to MLL-FPs with longer disease latency. While *miR-150* is repressed uniformly across MLL subtypes, *let-7g* is differentially repressed by Lin28B according to expression level, which reinforces high c-Myc expression in MLL leukemias with short disease latency.

Our experiments suggest an exception to this model in the case of MLL-AF6. Despite low *c-Myc* transcription, protein was detected similar to MLL-AF9, MLL-ENL and MLL-AF10 (Figure 3A, 3B). Increased c-Myc protein correlates with a shorter disease latency (Figure 1C) but not high *Lin28B* expression (Figure 5A). The high Myc protein level in MLL-AF6 cells may result from increased Myc protein stability. MLL-AF6 activates the Ras pathway, which can protect Myc protein from ubiquitination-mediated degradation by modulating its phosphorylation at Thr58 and Ser62 [59, 60]. Indeed, we observed robust activation of Ras signaling pathway in MLL-AF6 cells (Supplemental Figure 3A). Thus, MLL-AF6 leukemias are likely initiating a unique gene program downstream of both Ras and MLL-AF6 that contributes to disease.

To account for differences in *c-Myc* expression, we examined MLL-FP binding and epigenetic regulation of the *c-Myc* locus. Interestingly, we detected similar binding of all MLL-FPs to the *c-Myc* gene promoter region, suggesting differential binding does not account for expression differences. We also observed similar H3K4 and H3K79 methylation on the *c-Myc* promoter region. The methylation level in MLL-FP cells does not correlate with transcript level, suggesting a decoupling of these histone marks with transcription of the *c-Myc* locus. Differential regulation of rates of transcription may account for changes in *c-Myc* expression, however further studies are needed to address this question.

BET inhibitors have gained much attention because of their potential therapeutic value in treating various forms of cancer including leukemia, breast cancer, prostate cancer and others [30, 31] [61, 62]. These inhibitors function, in part, through disruption of Brd4 mediated regulation of *c-Myc* expression. While all MLL-FP cells were sensitive to BET inhibition, our data shows that MLL-FPs associated with higher *c-Myc* expression are more resistant to BET inhibition (Figure 3D). This implies a general importance of the *c-Myc* transcriptional pathway in MLL leukemias and suggests that patients harboring MLL-FPs that induce higher levels of *c-Myc* expression will display increased resistance to BET inhibition.

## MATERIALS AND METHODS

### Mice

Female C57Bl/6 mice at 8-12 weeks old were purchased from Taconic Farms. Mice were inoculated with 300μl of 10mg/ml 5-Flurouracil (5-FU) 5 days before bone marrows were harvested for hematopoietic stem and progenitor cell (HSPC) enrichment. MLL-FP transduced HSPCs were tail-vein injected into lethally irradiated mouse to establish murine leukemia models. Moribund mice were euthanized and tissues were collected for histology staining by histology laboratories of University of Michigan *in vivo* animal core. All animal studies were approved by the University of Michigan Committee on Use and Care of Animals and Unit for Laboratory Medicine.

### Cells

Kit+ bone marrow cells from 5-FU primed mice were enriched by Hematopoietic Stem and Progenitor Cell Enrichment Kit (Stem Cell Technologies) and transduced with freshly packaged retroviruses expressing MLL-FPs. Cells were selected with 1mg/ml neomycin for 1 week with refreshed antibiotics every 3 days. Established mouse leukemia cell lines were maintained in IMDM+15%FBS (for mouse myeloid long-term cultures, Stem Cell Technologies)+1%Pen/Strep+10ng/ml recombinant murine IL3 (R&D Systems).

### RNA-seq

Independently acquired duplicate RNA samples were collected within one month of MLL-FP cell line generation and sequenced for analysis. Total RNA was purified by RNeasy plus mini kit (Qiagen) following manufacturer's instructions and treated with RNase-free DNase. High quality total RNA with OD260/OD280 = 2, OD260/OD230 > 1.6 was used for sequencing. The University of Michigan sequencing core performed library preparation and sequencing. Briefly, the RNA samples were processed by Illumina TruSeq mRNA Sample Prep v2 kit using Oligo(dT). Deep sequencing was performed on Illumina™ HiSeq2000, and raw RNA-seq data were processed using the Illumina software pipeline. Sequenced reads were aligned to mouse reference genome (mm10) using Bowtie and Tophat (version 2.0.3) [63]. Counts per million (cpm) values were generated using HTseq [64]. Gene expression patterns were clustered with K-means (K = 6) using Cluster 3.0 [65]. Uncentered Pearson correlation was used in similarity matrix. Clustering results was visualized using the Bioconductor package *gplots* (R package version 2.4) [66, 67]. Gene Set Enrichment Analysis (http://www.broadinstitute.org/gsea/index.jsp) was performed using RPKM (reads per kb per million) as input. Pathways from Molecular signatures database (MSigDB) were used. Titles of the pathways were modified for simplicity: Myc Targets: HALLMARK_MYC_TARGETS_V1. These pathways were generated based on total of 8 public datasets by MSigDB. To analyze the enriched gene sets in nuclear fusion leukemias *vs* cytoplasmic fusion leukemias, averaged CPMs of MLL-AF9 and MLL-ENL cells were divided by averaged CPMs of MLL-AF1p, MLL-GAS7 and MLL-AF6 cells and genes with > 1.5 fold change were analyzed by Toppfun [25].

The RNA-seq data was deposited to GEO database (GSE73457).

### Proliferation assays

50000 cells were seeded in 2ml media in 12-well non-tissue culture treated plates with 2ml fresh media supplied at day 2. Cells were enumerated for 3 days by trypan blue exclusion. Growth rates were calculated according to exponential growth equation:

$$\begin{array}{l} C=C_{0}*2^{kt},\text{ transformed to}\\ {\text{Log}}_{2}\left(\frac{C}{C_{0}}\right)=kt \end{array}$$

C—cell numbers at counting days

C_0_—cell number at day 0

k—growth rate

t—days after plating

Log_2_(C/C_0_) was calculated by the cell number and plotted against time. Linear regression was performed with lines forced to pass (0,0) point to reflect no change at time 0.

### MicroRNA *let-7g* overexpression

*let-7g* precursor sequence was cloned into a retroviral-vector designed for miRNA expression, MXW-PGK-IRES-EGFP (MPIE)[68]. Plasmids were transfected to plat-E cells by Fugene6 reagent to package retroviruses. MLL-FP cells were spinoculated with retroviral supernatant in the presence of 5μg/ml polybrene 48 hour and 72 hour post plat-E cell transfection. EGFP and cell surface markers were detected by flow cytometry 48 hours post first spinoculation. The antibodies used were APC-labeled anti-mouse CD11b (clone M1/70, BD pharmingen), and APC-eFluor780 labeled anti-mouse c-Kit (clone 2B8, eBioscience).

### Microscopy

H&E stained slides were viewed with Olympus BX41 microscope and pictures were taken by Olympus BX41 camera. The software used for taking the pictures was cellSens Entry.

### QPCR

For detecting mRNA expressions, RNA was extracted by trizol according to the manufacturer's instructions. First-strand cDNA was made by Superscript III first-strand synthesis system (Life technologies). Fast SYBR green master mixture was used for the quantitative polymerase chain reaction (QPCR). For detecting microRNA expression, RNA was extracted by miRNeasy mini kit (Qiagen), reverse-transcribed by Taqman microRNA reverse transcription kit and detected by Taqman microRNA assays (Life technologies). QPCR was performed on Applied Biosystems 7500 Real-time PCR system to detect the transcript level. Primers used were listed in Supplemental Table 3.

### Flow cytometry

Antibodies used for detecting the surface markers were PE labeled anti mouse c-Kit (clone 2B8), APC labeled anti mouse CD11b (clone M1/70). For cell cycle analysis, cells were fixed with 75% EtOH overnight at 4°C, 5μg/ml Propidium Iodide (Life technologies) was added to PBS-washed cells and incubated at room temperature at dark for 20min and samples were run on flow cytometer right after the incubation. Flow data was collected by LSRII flow cytometer (BD) and analyzed by Flowjo software (Treestar).

### Western

Cells were harvested and lysed by SDS-PAGE loading buffer and heated in the presence of 2-mercaptoethanol at 95°C for 7min. Samples were run on 4%-20% or 6% Tris-Glycine SDS-PAGE gels (Biorad). Proteins were transferred from SDS-PAGE gel to nitrocellulose membrane (life technologies) in transfer buffer containing 10% Methanol at 25V for 1 hour and 45min. Membranes were blocked with 5% milk, and incubated with primary antibody at 4°C overnight. Membranes were washes with TBS-T buffer and incubated with secondary antibody at room temperature for 1~2 hours and washes again. After washing, membranes were developed by Supersignal West Pico or Femto reagents (Thermo Scientific) as needed. Primary antibodies used were anti-Myc antibody (Cell Signaling Technologies, clone D84C12), anti-Actin antibody (Sigma, clone AC-74) and anti-MLL antibody (Upstate, clone 9-12).

### MTT assay

Cells were seeded in flat-bottom 96-well plate at 5000 cells/well in 100ul total media containing DMSO control or JQ1 at concentrations indicated in figures. At 48 hours post JQ1 treatment, 10ul of 5mg/ml MTT was added to each well and incubated with the cells for 4 hours at dark in 37°C incubator. After 4-hour incubation, 100ul of 10%SDS-0.01M HCl was added to the wells and the plate was incubated overnight at 37°C. The absorption at 570nm was read by Eon microplate reader (Biotek) with pathlength correction after the incubation. The blank-corrected 570nm reading was exported for data-analysis.

### Chromatin immunoprecipitation-QPCR (CHIP-QPCR)

30×10^6^ cells were harvested and fixed with 1% paraformaldehyde for 15min at room temperature. Cells were washed twice with cold DPBS, snap-frozen and stored in -80°C before experiments. Cell pellets were lysed and sonicated by Bioruptor to generate short chromatins with 200~500bp length. Cell lysate were spun at 4°C to remove any debris and extra SDS. Supernatant was diluted 10 times before immunoprecipitation. 1% of diluted samples were saved as input. 10% of diluted samples were incubated with antibodies at 4°C overnight. Magnetic protein G beads were incubated with the samples at 4°C for additional 1~2 hours before the beads were washed sequentially with low-salt, high-salt, LiCl, and TE buffer. Samples were eluted from magnetic beads by freshly made NaHCO3-SDS buffer and DNA-was de-crosslinked from proteins by high salt and incubating at 65°C overnight. DNA fragments were purified by Qiaquick PCR purification kit (Qiagen) and were quantified by QPCR. Primers for CHIP-QPCR are listed in Supplemental Table 3.

## SUPPLEMENTARY MATERIAL FIGURES AND TABLES

# Supplementary material for: Differential regulation of the c-Myc/Lin28 axis discriminates subclasses of rearranged MLL leukemia
**Source:** Oncotarget. 2016 Mar 19;7(18):25208–23. doi: 10.18632/oncotarget.8199
**Supplement:** Supplementary file 1

# Differential regulation of the c-Myc/Lin28 axis discriminates subclasses of rearranged MLL leukemia

## Supplementary Material

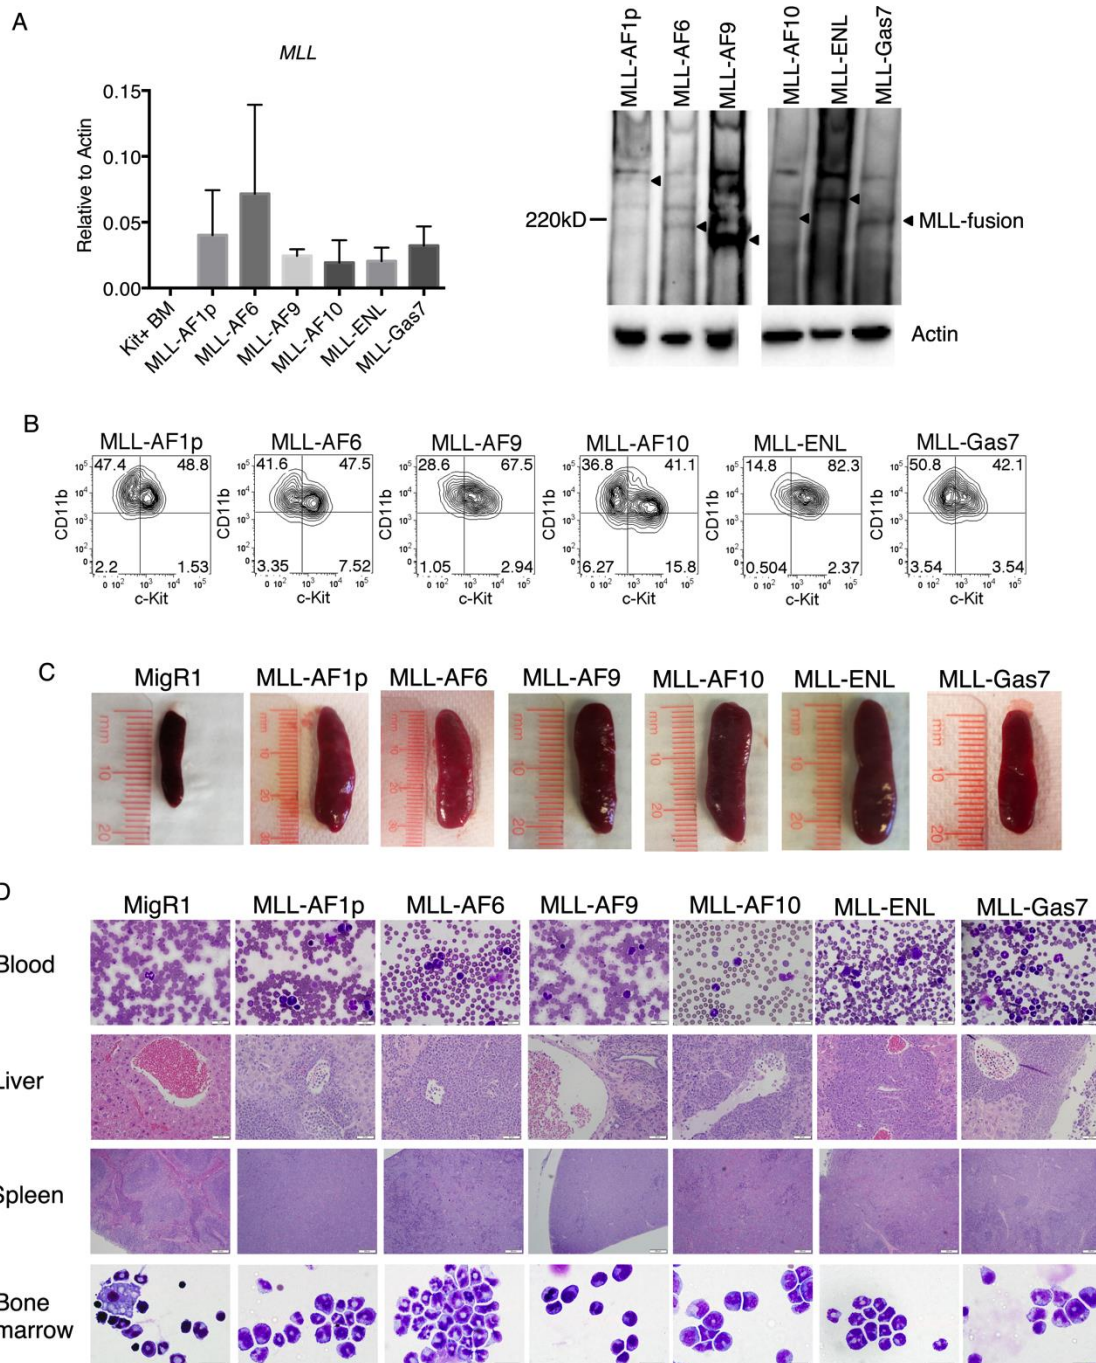

**Supplemental Figure 1.** (A-B) Expression of MLL-FP proteins in leukemia cell lines detected by QPCR and western blotting. Arrows indicate each MLL-FP protein. (C) Cd11b and c-Kit expression on MLL-FP transformed leukemia cells as detected by flow

cytometry. One of three independent experiments is shown. (D) Splenomegaly was observed in all diseased MLL-FP mice compared to control. (E) Histological analysis by H&E staining of liver and spleen, and Hema3 staining of peripheral blood and bone marrow shows increased blast cells of myeloid phenotype in MLL-FP mice and infiltration of leukemic blasts cells into liver and spleen. Scale bars represent 20 $\mu$ m for blood smear and bone marrow, 50 $\mu$ m for liver, and 200 $\mu$ m for spleen pictures.

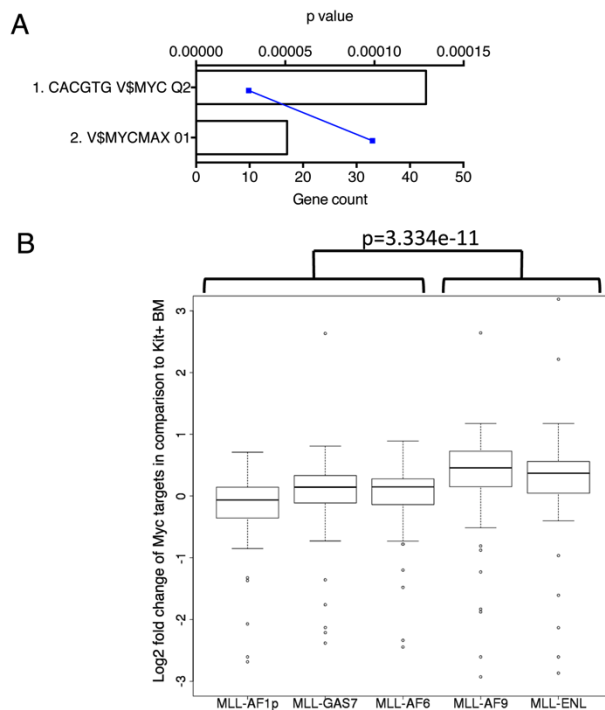

**Supplemental Figure 2.** (A) ToppGene analysis of transcription factor binding sites. Cluster 4 genes, described in Figure 2B, are enriched for Myc/Max binding sequences in MLL-AF9 and MLL-ENL cells compared to MLL-AF1p, MLL-GAS7 and MLL-AF6. Bars indicate gene count and blue points and line indicate p value. (B) Log2-fold change validated c-Myc target gene, as identified in Figure 3C, for each MLL-FP compared to bone marrow (Mann-Whitney U-test,  $p=3.3e-11$ ). C-Myc target genes were the validated targets of C-MYC transcriptional activation in Figure 2C. **(C)** Expression level of genes previously identified as direct or indirect targets of MLL-FPs, as well as myeloid differentiation genes. Error bars indicate standard deviation of averaged RNA-seq counts per million data from duplicate samples.

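The log2 fold changes of the 10 targets of c-Myc transcriptional activation were pooled over MLL-AF9 and MLL-ENL and set against those pooled over MLL-AF1p, MLL-AF6 and MLL-Gas7. The Mann-Whitney U test over these values, 2-sided, gave 2.25e-09. It counts each gene once per fusion, and genes measured in the same libraries are not independent replicates, so it describes the lists of values and not the variation between cell lines. Within this list the fold changes of a fusion covered a wide range, from 0.60 to 4.80 in MLL-AF9 and from -0.01 to 2.63 in MLL-Gas7, with Lin28b as the highest gene in each.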

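Egr1, Cdkn2c, Runx1, Itgam, Kit, Lyz1, Lyz2, Mmp12 and Csf3r were compared between the nuclear and the cytoplasmic group, and limma called 8 of the 9 genes, over all genes and over these genes alone. These calls take the spread between duplicates as the error, so differences among fusions of one group do not count. Mmp12 had 7.26 ± 2.14 CPM (SD, n = 2) in MLL-AF9 and 5.31 ± 2.30 in MLL-ENL, against 411 ± 78.9 in Kit+ BM and means from 355 to 574 in the cytoplasmic fusions (log2 difference -5.86, limma adjusted p = 1.08e-06). The duplicates of MLL-AF1p differed widely, at 169 and 689 CPM. Egr1 was lower by limma with -3.17, Lyz1 with -2.42, Lyz2 with -2.40, Itgam with -0.86 and Runx1 with -0.66. Lyz1 and Lyz2 are paralogs whose reads the counting can split. Cdkn2c was lower with -1.25 (limma adjusted p = 1.07e-05), but this rests on MLL-AF1p with 68.4 ± 11.6 CPM, since the other 4 MLL-FPs had between 6.53 and 15.7. Kit was higher, at 112 ± 19.1 CPM (SD, n = 4) in the nuclear and 45.7 ± 12.1 (SD, n = 6) in the cytoplasmic group (log2 difference 1.31, limma adjusted p = 0.000343). Csf3r did not pass the threshold (log2 difference -0.18, limma adjusted p = 0.0836), and it did with median-ratio scaling of the libraries (limma adjusted p = 0.0198). The block on replicate number also called 8 of these genes.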

C

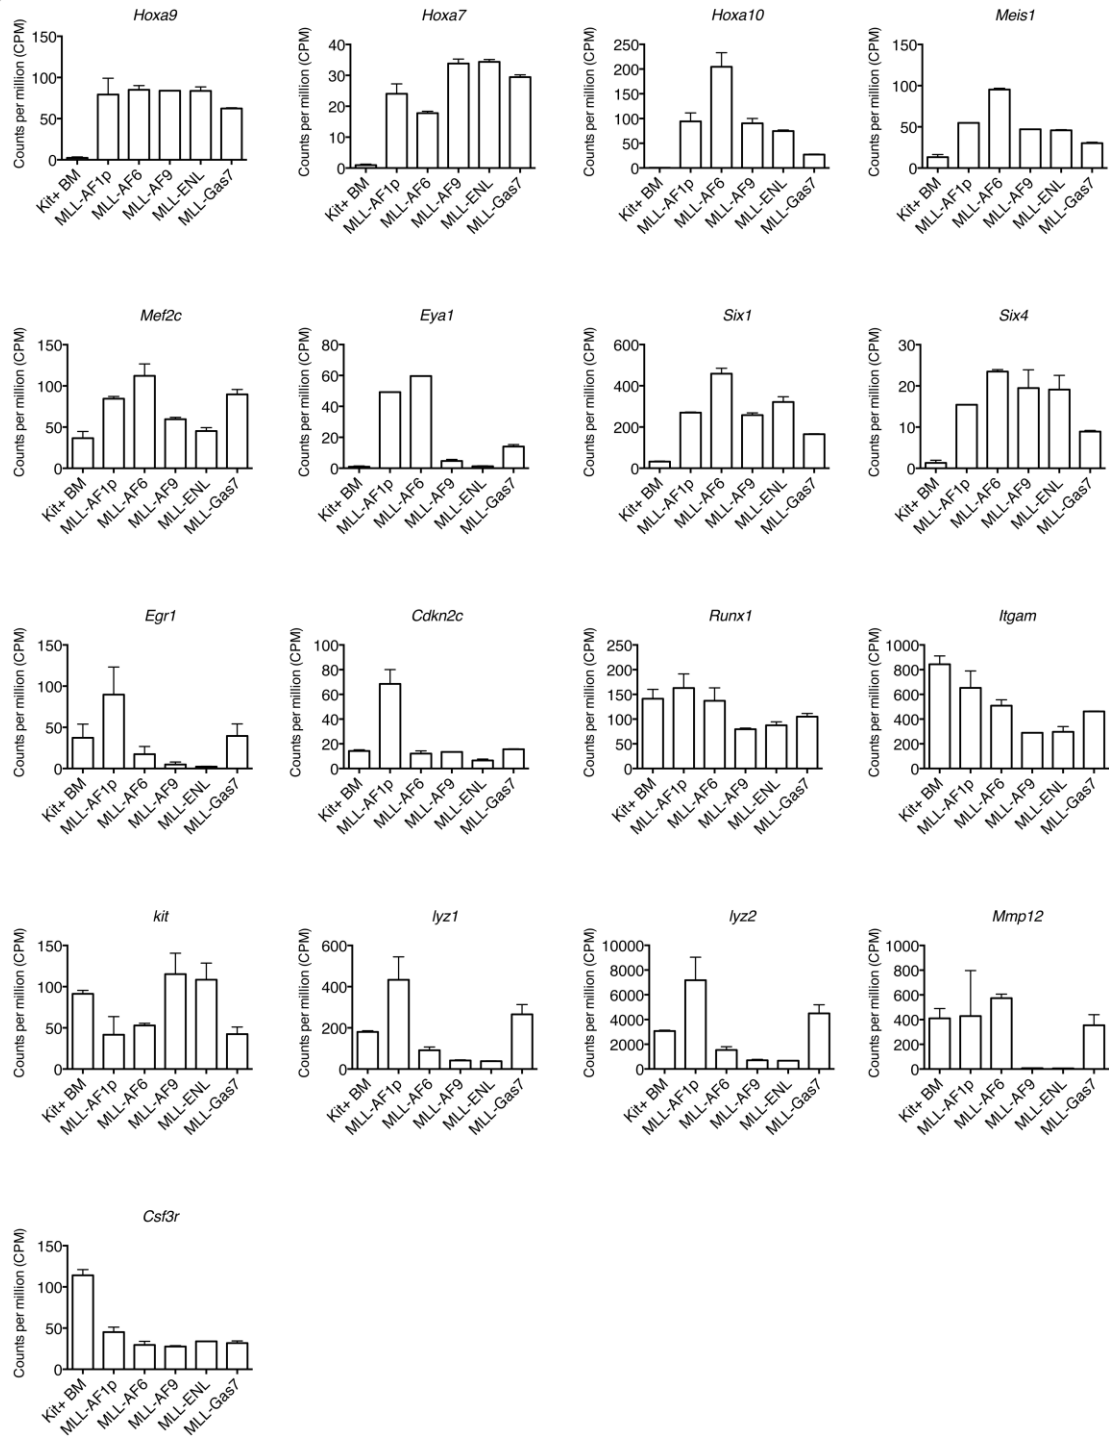

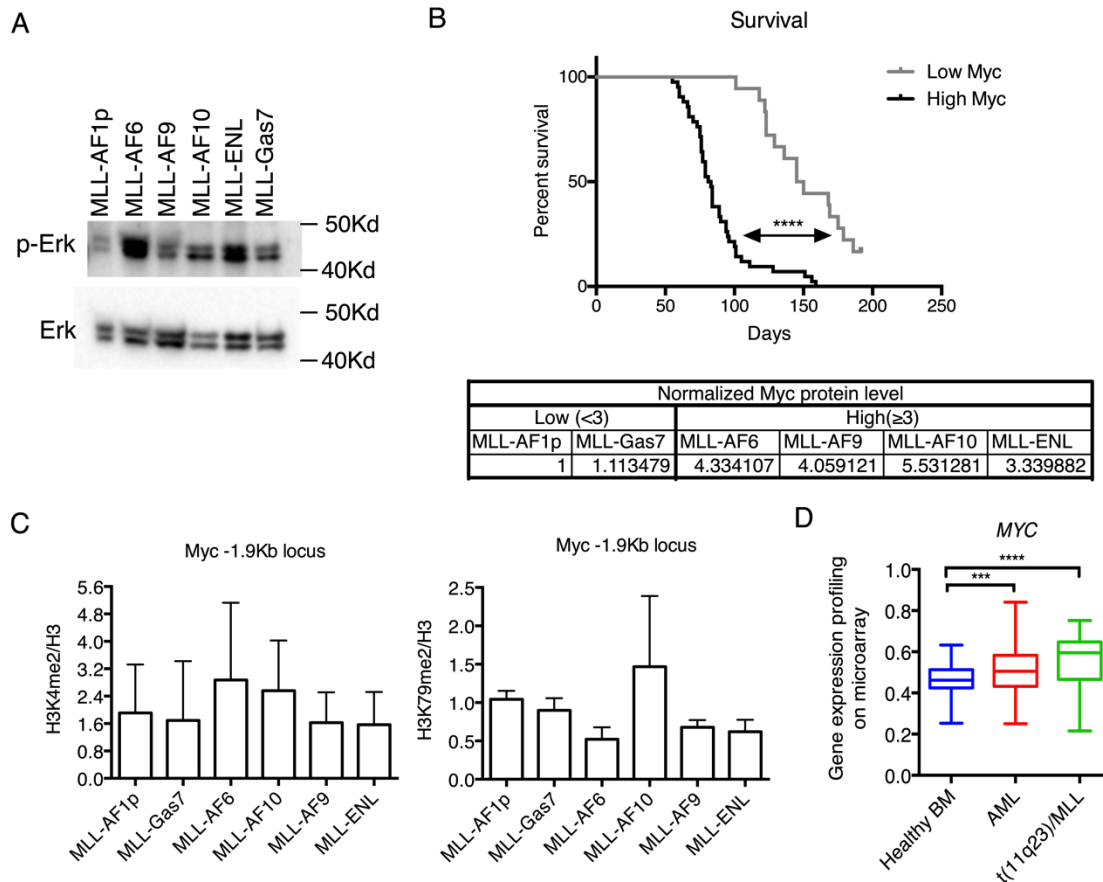

**Supplemental Figure 3.** (A) Western of Erk and phosphorylated Erk in MLL-FP cells. (B) Combined survival data for high and low expressing MLL-FP leukemias. High Myc MLL-FP leukemias include the MLL-AF9, MLL-ENL and MLL-AF6 group and the low Myc group include MLL-AF1p and MLL-GAS7 described in Figure 2. \*\*\*\*,  $p < 0.0001$  by Log-rank test. Myc protein level is calculated by densitometry and normalization to actin. Myc protein levels are shown relative to MLL-AF1p cells. (C) ChIP-qPCR for H3K4me2 and H3K79me2 histone marks on the *c-Myc* promoter in MLL-FP cell lines. Data shown relative to total H3. Error bars indicate standard deviation of three independent experiments. (D) MYC expression level in healthy control and AML and t(11q23)/MLL patients. Re-analyzed data from 2010 Haeflrich et al.<sup>34</sup> downloaded from Leukemia Gene Atlas<sup>33</sup>. \*\*\*,  $p < 0.001$ ; \*\*\*\*,  $p < 0.0001$  by t-test.

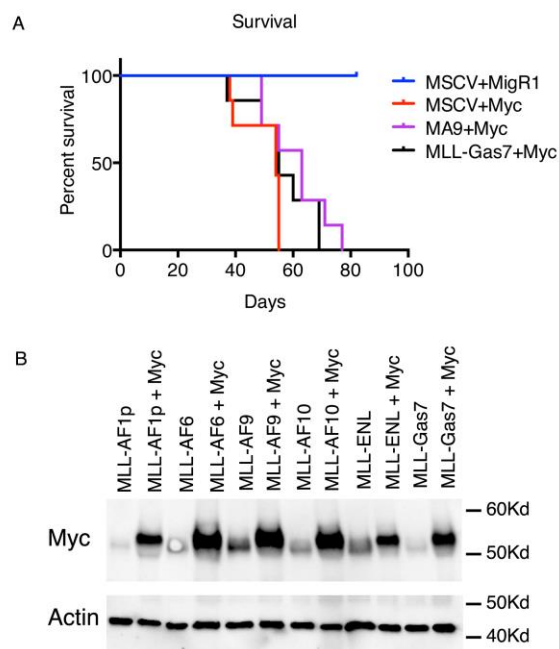

**Supplemental Figure 4.** (A) Survival curve of mice transplanted with indicated MLL-FP transduced cells with Myc co-expression or control. (B) Western blot showing Myc protein level in Myc overexpressed MLL-FP cells or control cells.

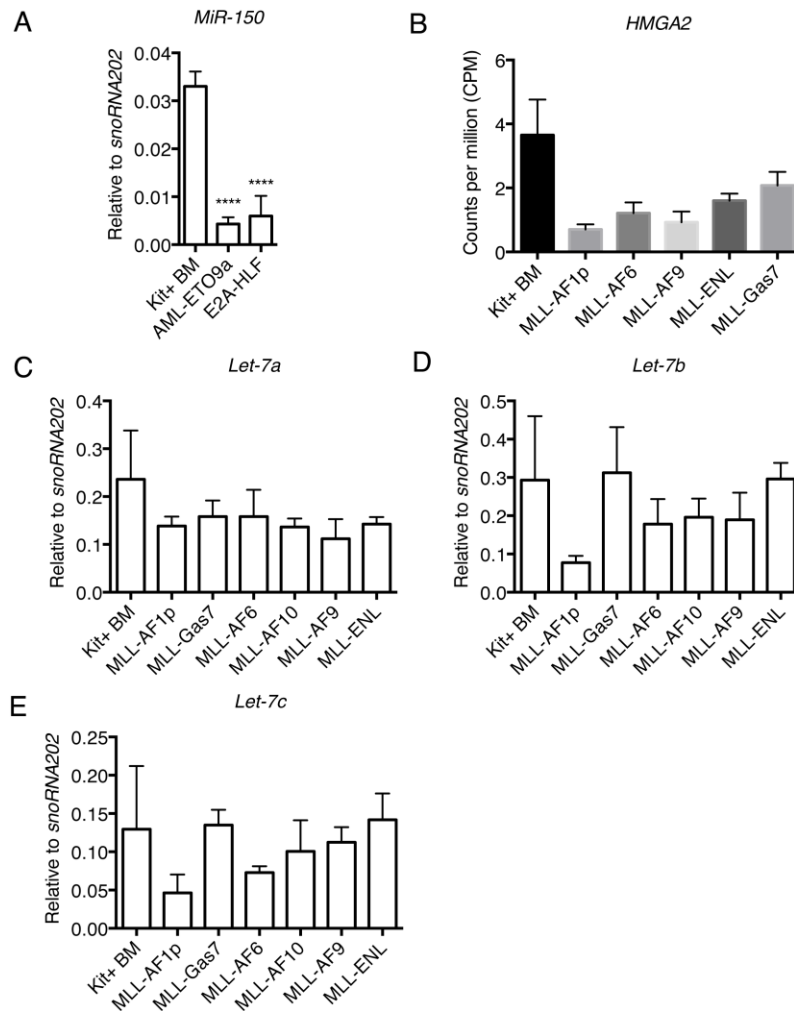

**Supplemental Figure 5.** (A) Mature miR-150 expression in lin<sup>-</sup>c-kit<sup>+</sup> bone marrow cells, AML-ETO9a and E2A-HLF leukemic cells is shown as detected by qPCR. Error bars represent standard deviation of two independent experiments. \*\*\*\*,  $p < 0.0001$ . (B) *Hmga2* expression level detected by RNA-seq. (C-E) Mature let-7a,b,c levels are not significantly changed in MLL-FP cells compared to kit<sup>+</sup> bone marrow cells. Error bars indicate standard deviation of two independent experiments.

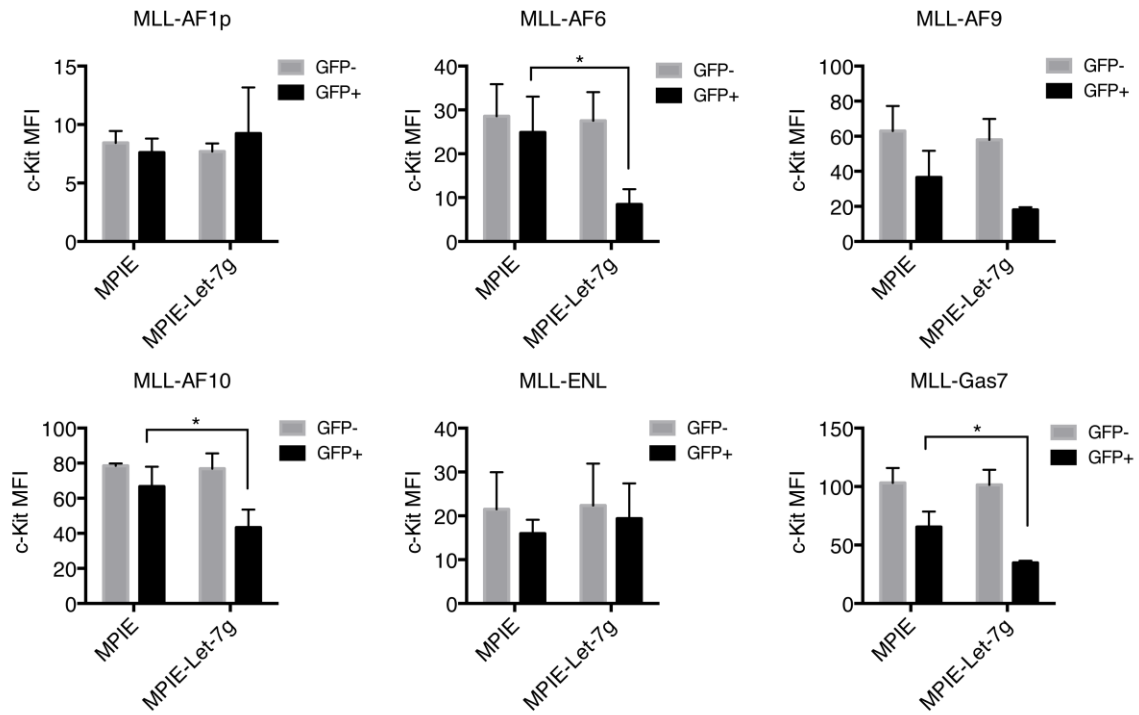

**Supplemental Figure 6.** *Let-7g* overexpression as described for Figure 7 was followed by flow cytometry detection of c-Kit expression in MLL-FP cells. MLL-AF6, MLL-AF9, MLL-AF10 and MLL-Gas7 cells show reduced c-Kit expression following overexpression of *let-7g*.

**Supplemental Table 1 is submitted as a separate Excel sheet.**

**Supplemental Table 1.** Expression of expressed genes in lin<sup>-</sup>c-kit<sup>+</sup> bone marrow cells and MLL-FP cells. Log2 fold change is shown for each gene in MLL-FP cells in comparison to lin<sup>-</sup>c-kit<sup>+</sup> bone marrow cells. In addition, gene expression, CPM, is shown for lin<sup>-</sup>c-kit<sup>+</sup> bone marrow cells and MLL-FP cells. Data is shown for all genes and individualized clusters.

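The log2 fold changes of Supplemental Table 1 can be computed from the deposited CPM as the log2 of the mean of the duplicates plus 1 over the mean of Kit+ BM plus 1. For the 1996 genes compared here, the largest difference from the supplement's value was 5.5e-06. The lowest CPM summed over the 12 libraries among these genes was 1.00, and the smallest of their largest log2 fold changes was 0.26, which matches limits of a summed CPM of 1 and a change of 1.2-fold in at least 1 MLL-FP. In the whole deposited table 11403 genes passed both limits. Of the 801 genes compared from the supplement's cluster 1, 79.03% fell in cluster 4 of the K-means clustering computed here, and of the 1195 genes from its cluster 2, 84.94% fell in cluster 2.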

**Supplemental Table 2.** A list of genes identified by ToppGene as described for Figure 3C related to the c-Myc transcriptional pathway enriched in MLL-AF9 and MLL-ENL cells compared to MLL-AF1p, MLL-GAS7 and MLL-AF6. Also listed are genes identified by ToppGene described in Supplemental Figure 1 containing Myc or Max binding sequences.

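Each list of Supplemental Table 2 holds genes whose averaged CPM in the nuclear group was at least 1.5 times that in the cytoplasmic group. Computed from the deposited values, the ratios of the 10 targets of c-Myc transcriptional activation ran from 1.53 to 9.35 with a median of 1.61. Those of the 43 genes with a V$MYC_Q2 sequence ran from 1.50 to 11.1 with a median of 1.65, and those of the 17 genes with a V$MYCMAX_01 sequence from 1.50 to 6.07 with a median of 1.62. The ratio of 11.1 is that of Col25a1 and rests on MLL-ENL replicate 2 with 3.91 CPM, since the other 3 nuclear libraries had between 0.110 and 0.678. Col25a1 was below 3 reads in every library of Kit+ BM, MLL-AF1p and MLL-Gas7. Some genes appear in more than 1 list, Myc and Ncl among them. The median log2 difference between the groups was 0.69, 0.70 and 0.70 in the 3 lists.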

|                                   |                                                       |                                                                                                                                                                                                                                                                                                                |
|-----------------------------------|-------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Pathway                           | Validated targets of c-Myc transcriptional activation | Hmga1, Lin28B, Shmt1, Ruvbl1, Myc, Ncl, Ruvb2, Taf4b, Cad, Odc1                                                                                                                                                                                                                                                |
| Transcription factor binding site | CACGTG V\$MYC Q2                                      | Hmga1, Fkbp11, Hmrnpa1, Hoxa4, Dlc1, Gar1, Xpo5, Cgn, Pla2g6, Zcchc7, Trim46, Ampd2, Set, Fmr1, Fpgs, Shmt1, Nr1d1, Akap12, Nop58, Igf2r, Stc2, Mthfd1, Gemin4, Myc, Pabpc4, 2700049A03Rik, Ncl, Nr6a1, Col25a1, Bcor, Mdn1, Ifrd2, Nfx1, Nol8, Satb2, Cad, Qtrtd1, Odc1, Zfp593, Tfap4, Atad3a, Cirh1a, Olfm2 |
|                                   | V\$MYCMAX 01                                          | HMGA1, FKBP11, HNRNPA1, TRIM46, AMPD2, NOP58, MTHFD1, KIAA0586, NCL, NR6A1, IFRD2, SATB2, CAD, QTRTD1, ODC1, TFAP4, ATAD3A                                                                                                                                                                                     |

**Supplemental Table 3.** Primer sequences used in this study and let-7g precursor sequence cloned from C57BL/6 genome. All sequences are listed from 5' end to 3' end.

| QPCR primers                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |             |                      |                        |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------|----------------------|------------------------|
| Species                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              | Gene        | Forward              | Reverse                |
| Mouse                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                | Actin       | GCCCTGAGGCTCTTTTCCAG | TGCCACAGGATTCCATACCC   |
| Mouse                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                | Lin-28B     | CGGGTAACAGGCCCAGG    | CGTCTCCACCTATCTCCCTTTG |
| Mouse                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                | Myc         | TCCTGTACCTCGTCCGATTC | TTGCTCTTCTTCAGAGTCGCT  |
| CHIP-QPCR primers                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |             |                      |                        |
| Species                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              | Gene        | Forward              | Reverse                |
| Mouse                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                | Myc - 1.9Kb | ACAAATCCGAGAGCCACAAC | AACACCAAGAGCCACCAATC   |
| Cloned murine Let-7g sequence (C57Bl/6J, chromosome 9 nt 106178583 to 106179170)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |             |                      |                        |
| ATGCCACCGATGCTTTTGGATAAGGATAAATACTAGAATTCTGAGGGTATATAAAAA<br>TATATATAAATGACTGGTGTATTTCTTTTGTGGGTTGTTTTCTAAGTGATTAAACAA<br>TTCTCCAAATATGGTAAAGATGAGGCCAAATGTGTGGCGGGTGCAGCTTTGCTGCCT<br>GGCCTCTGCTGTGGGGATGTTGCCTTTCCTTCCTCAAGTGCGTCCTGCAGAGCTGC<br>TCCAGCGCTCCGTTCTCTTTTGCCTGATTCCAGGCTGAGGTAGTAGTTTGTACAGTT<br>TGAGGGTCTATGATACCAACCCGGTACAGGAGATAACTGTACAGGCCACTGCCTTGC<br>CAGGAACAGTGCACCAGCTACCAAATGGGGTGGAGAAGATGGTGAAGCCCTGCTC<br>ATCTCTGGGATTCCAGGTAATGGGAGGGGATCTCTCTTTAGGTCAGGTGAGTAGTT<br>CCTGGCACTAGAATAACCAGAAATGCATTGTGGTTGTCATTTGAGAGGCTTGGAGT<br>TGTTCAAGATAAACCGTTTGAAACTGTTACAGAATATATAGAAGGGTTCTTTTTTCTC<br>TCTTATTGCAAATGCCCTCTCA |             |                      |                        |

How the deposited data were processed for this re-analysis (not part of the article)

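Gene expression was measured by RNA sequencing in 12 mouse libraries, with 2 samples each of Kit+ bone marrow cells and of bone marrow cells transformed by MLL-AF1p, MLL-AF6, MLL-Gas7, MLL-AF9 or MLL-ENL. Condition, replicate number and culture of each sample were taken from the labels and checked against the paper, and every sample was mapped. MLL-AF9 and MLL-ENL were grouped as nuclear and the other 3 as cytoplasmic, as in the paper.

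The authors made the libraries from polyadenylated RNA, sequenced them, aligned the reads to mm10 with Bowtie and TopHat, counted them per gene with HTSeq and deposited CPM values. CPM corrects for the number of reads per library and not for gene length or for the composition of the library. The deposited table held 0 per-sample columns other than those of the 12 libraries. Because 100% of the values were whole multiples of the value of 1 read, the reads were recovered by dividing by that value, and they summed to between 25911654 and 36918313 per library. At this depth 3 reads correspond to between 0.0813 and 0.116 CPM, a limit that covers counting error only.

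All further values were computed from the deposited CPM. Genes with a CPM summed over the 12 libraries of at least 1 were kept, which left 13927 genes. Supplemental Table 1 shows this filter and the pseudocount of 1. Contrasts between conditions were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) on log2(CPM + 1), with 1 mean for each of the 6 conditions and a spread shared by all libraries, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The nuclear against cytoplasmic contrast compares the mean of 2 fusions with the mean of 3, each with equal weight. Principal components were computed on centred, unscaled log2(CPM + 1). Fold changes of averaged CPM over Kit+ BM were correlated by uncentered Pearson correlation and clustered by average linkage and by K-means with K = 6 and 50 seeded starts, after a limit of 1.2-fold in at least 1 MLL-FP. List scores were compared by exact permutation tests, and the median difference of a list was placed among 10000 random lists matched on mean expression in 20 bins. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps. Coordinates come from the GENCODE annotation of GRCm38, the assembly of mm10.

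The fitting steps were tested on simulated reads for 13927 genes, of which 200 were changed by a factor of 2. limma found 97.5% of them in the contrast of the groups with 7 false calls and 82.0% in a comparison of 2 with 2 libraries, and it made no call in a comparison without changes. edgeR 4.0.16 found 96.5% and 87.0% with 12 and 7 false calls, and DESeq2 1.42.0 found 96.5% and 87.5% with 15 and 14. The changed genes had a mean of at least 1 CPM, and the simulated fusions of a group did not differ from each other. False calls that arise from differences among fusions were therefore not tested. In the test of random lists, 7 of 100 lists without a shift lay above the 95th percentile.

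The alternatives were pseudocounts of 0.1 and 0.5, no filter, a filter of at least 1 CPM in at least 2 libraries, median-ratio scaling between libraries, the replicate number as a block, a fit of the compared libraries alone, eBayes without trend, edgeR's quasi-likelihood test with TMM normalization and DESeq2 on the recovered reads, and each library left out in turn. For the contrast of the groups, the fusion was also entered as a random block, MLL-AF6 was left out, and a difference of at least 1.5-fold was required. The replicate numbers come from the labels, which number the samples 1 and 2 in each condition, and the paper describes them as independently acquired. Pairing was therefore an alternative and not part of the main design. A block with the control's numbers crossed, a tree on Euclidean distances and the omission of Lin28b from a list were added after the data were seen.

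Genes are named by a rule: the genes the paper names for its RNA sequencing and in Supplemental Table 2, the genes of the fusion partners, Y-linked genes and Xist, Myb, Hmgb3 and Cbx5, the 5 genes with the largest difference between the groups in each direction among those with separated libraries, and the 5 genes in each direction with the largest mean change shared by all 5 MLL-FPs. Marker genes of cell lineages, genes of ribosome biogenesis and Hmga2-ps1 fall outside this rule and were chosen after values had been seen. The values of 1 of the MLL-FP target genes are not reported here. RPKM, the input of the paper's gene set enrichment analysis, was not used here, and neither were its qPCR, ChIP and protein measurements.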

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

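The tests in this part that thin the reads of the named genes were chosen only after the results they bear on were seen.

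Ncl (chromosome 1 of GRCm38, 86344719 to 86359400), one of the 10 targets of c-Myc transcriptional activation, had 1 library apart from the others of its group. In log2(CPM + 1), MLL-ENL replicate 2 was at 10.46, and the other 3 nuclear libraries lay between 11.06 and 11.17, a gap of 0.838 of the whole range. Among the 94 groups of libraries examined this way, 1 had such a library, and chance gives 4.7. The difference between the nuclear and the cytoplasmic group was 0.77 with all libraries and 0.92 without this one. Replicate 2 was also the lower one in MLL-AF1p, at 737 against 1093 CPM, and slightly so in MLL-AF9. In Kit+ BM, MLL-AF6 and MLL-Gas7 it was the higher one. Same-numbered samples of MLL-AF1p and MLL-ENL deviated together across genes, with a correlation of 0.48. A cause shared by these samples was not tested for Ncl, and no biological explanation was tested.

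Of the 8 MLL-FP target genes, 4 differed between the nuclear and the cytoplasmic group in the limma contrast of the groups: Hoxa7 by 0.53, Meis1 by -0.22, Eya1 by -3.32 and Mef2c by -0.85. A difference in depth is a possible explanation, since the nuclear libraries hold more reads. After every library was thinned to the reads of the smallest, 5 of the 8 genes were past the threshold, so depth does not account for the number. For Eya1, the 4 nuclear libraries lay between 1.09 and 5.35 CPM and the 6 cytoplasmic libraries between 13.1 and 59.8. For Meis1, the cytoplasmic MLL-Gas7 had 30.2 CPM, below MLL-AF9 at 47.0 and MLL-ENL at 45.8. Its group difference therefore rests on MLL-AF6 and MLL-AF1p, at 95.4 and 54.8 CPM, and was not shared by all cytoplasmic fusions. Meis1 is the least stable of the 4, with a limma adjusted p of 0.0449, and adjusted p values between 0.00236 (DESeq2) and 0.0504 (limma with a pseudocount of 0.1) under the settings recomputed for single genes without leaving out a library. It was not past the threshold when any 1 of the 10 MLL-FP libraries was left out. The remaining question is whether 2 fusions against 3 can show a difference of class. With the 5 fusions as units, 1 of the 10 ways to divide them is the real one, so its share cannot fall under 0.1. For Hoxa7, Eya1 and Mef2c, a difference tied to single fusions therefore cannot be told apart from one tied to the location of the partner. Lower activation of Eya1 and Mef2c by nuclear fusions is one hypothesis that these values leave open.

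Outside the genes the paper discusses, St8sia5, Hif3a, Peg10 and Ptprr had, with Lin28b, the largest differences toward the nuclear group among genes past the limma threshold whose nuclear libraries all lay above the cytoplasmic ones, at 3.57, 3.35, 3.29 and 2.86 on the log2(CPM + 1) scale. St8sia5 had 16.9 ± 0.644 CPM (SD, n = 2) in MLL-AF9 and 9.91 ± 2.85 in MLL-ENL, and 0.168 ± 0.0902 (SD, n = 6) in the cytoplasmic libraries. Both Kit+ BM libraries were below 3 reads for this gene. Hif3a had 17.4 ± 1.99 CPM in MLL-AF9 and 17.1 ± 5.32 in MLL-ENL, against 3.30 ± 0.956 in Kit+ BM and 0.774 ± 0.203 (SD, n = 6) in the cytoplasmic libraries. Peg10 had 25.3 ± 5.16 and 18.5 ± 4.58 against 3.20 ± 1.31 and 1.40 ± 0.792, and Ptprr had 21.6 ± 2.07 and 9.82 ± 2.29 against 2.57 ± 0.0744 and 1.45 ± 1.49, in the same order. The depth of the libraries was tested as an explanation, and all 4 genes remained past the threshold after thinning. They were picked as the largest of these genes, so their sizes are likely to be overestimates, and the limit on 5 fusions given for the target genes holds here too.

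Hpgd, Elavl2 and Igf2bp3 were higher in all 5 MLL-FPs than in Kit+ BM and are outside the genes the paper discusses. Their lowest log2 fold changes among the 5 MLL-FPs were 5.88, 3.05 and 4.72. Hpgd rose from 6.93 ± 0.354 CPM (SD, n = 2) to between 467 and 984, Igf2bp3 from 2.44 ± 0.0902 to between 90.3 and 201, and Elavl2 from 0.0944 ± 0.0848 to between 8.10 and 161. After thinning to equal reads, 15 of the 15 comparisons remained past the threshold. In the other direction, the largest mean changes shared by all 5 MLL-FPs were those of Ppbp, Ltf, Mcpt2, Cma1 and Pf4. Mean Ltf fell from 3124 CPM in Kit+ BM to between 2.46 in MLL-ENL and 249 in MLL-AF6. Mean Ppbp fell from 171 CPM to between 0.136 in MLL-AF9 and 1.53 in MLL-Gas7. All MLL-FP lines are transformed and the control is not, and no library used here separates an MLL-FP from transformation and culture as such, so the change cannot be assigned to the MLL-FPs. The labels give IL3 and SCF for the control culture, and the paper names only IL3 for the lines. The mean log2(CPM + 1) of 6 mast cell genes was at least 6.94 in the control and at most 6.19 in the MLL-FP libraries. For the lower genes, a different mix of cells therefore cannot be told apart from lower expression per cell.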

How the results depend on the processing

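The crossed pairing of the control samples, the tree on Euclidean distances and the omission of Lin28b from a list were chosen only after the data were seen, and the other alternatives in this part were set before the data were examined.

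The counts of changed genes moved by less than 1.5 times under most alternatives. Without a spread shared by all 12 libraries, in a fit of the compared libraries alone, the count fell by more than 1.5 times in 6 of the 16 contrasts, 5 of them with MLL-AF1p. It fell from 4989 to 3129 genes in MLL-AF1p against Kit+ BM, from 5585 to 1415 between MLL-AF1p and MLL-ENL, from 6639 to 4342 between MLL-AF1p and MLL-AF9, from 3216 to 1357 between MLL-AF1p and MLL-AF6, from 1847 to 286 between MLL-AF1p and MLL-Gas7, and from 628 to 173 between MLL-AF9 and MLL-ENL. The duplicates of MLL-AF1p lay 45.1 apart in Euclidean distance, against 19.8 to 30.5 in the other conditions. The shared spread is therefore likely too small for MLL-AF1p, and its main counts may be too high. The cause of the fall between MLL-AF9 and MLL-ENL was not tested. The contrast of the nuclear and cytoplasmic groups gave 7817 genes, and from 7120 to 8034 under the other tests, filters, pseudocounts, scalings and blocks, with from 6412 to 8217 when single libraries were left out. Of the 7817 genes, edgeR called 6973 and DESeq2 6602, with 0 of them in the opposite direction. Without MLL-AF6, 6703 genes were shared and 9 of them changed direction. With the fusion as a random block the count was 2198, since the correlation of duplicates was 0.5185 and differences among fusions then count as error, and with a difference of at least 1.5-fold it was 2339.

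Scaling between libraries changed the balance of directions. The share of higher genes among those called against Kit+ BM was 53.6% in MLL-AF9, 53.7% in MLL-ENL, 55.7% in MLL-AF6, 49.5% in MLL-Gas7 and 46.9% in MLL-AF1p. In the same order it was 43.3%, 42.6%, 45.8%, 42.5% and 45.1% with median-ratio scaling, 43.4%, 43.0%, 47.5%, 44.9% and 47.0% with DESeq2, and 46.8%, 46.2%, 48.4%, 45.98% and 49.8% with edgeR. Between the nuclear and the cytoplasmic group it was 55.1%, and 46.8% with median-ratio scaling, 46.7% with DESeq2, 49.7% with edgeR and 47.0% with the fusion as a random block, so the side with more genes changed. Between MLL-AF9 and MLL-ENL it was 45.9%, and 61.3% in the fit of these libraries alone. With the filter of at least 1 CPM in at least 2 libraries, the median of all genes in MLL-ENL against Kit+ BM lay at 0.10, and changes of that size are not told apart from this shift.

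For the pairing of replicates, same-numbered samples deviated together with correlations from -0.33 to 0.48 across genes and a mean of 0.0745 over the 15 pairs of conditions. With the replicate number as a block the contrast of the groups gave 7973 genes, of which 7733 were among the 7817, and with the crossed pairing 8034. Among the tests of named genes under the block, 1 gained and 1 lost the threshold: Six4 between the groups was gained (limma adjusted p = 0.0277) and Lin28a was lost (limma adjusted p = 0.0582). Under the other settings recomputed for single genes without leaving out a library, the adjusted p from limma, edgeR or DESeq2 ran from 0.0265 to 0.107 for Six4 and from 0.0314 to 0.0658 for Lin28a.

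The correlation of fold changes between MLL-AF9 and MLL-ENL, 0.931, was 0.896 as a Spearman correlation and 0.621 relative to the mean of the 5 MLL-FPs, and from 0.907 to 0.941 when single libraries were left out. It ranked first of the 10 pairs under each of these settings. The first principal component held from 37.2% to 52.6% of the variance. The number of genes in K-means clusters that part the groups, 6566, ran from 6177 to 11491 when single libraries were left out, since the number of such clusters ran from 4 to 6. The number of genes with at least a 1.5-fold ratio, 1473, was 697 with a pseudocount of 1 and 634 when every nuclear library had to lie above every cytoplasmic one. The fall with the pseudocount shows that many of these ratios are between low values.

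The list scores kept their direction in all settings run, which their selection by ratio fixes in advance. The difference of the 10 targets of c-Myc transcriptional activation ran from 0.71 without Lin28b to 1.12 with a pseudocount of 0.1, and was 0.88 with median-ratio scaling.

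Among named genes, the directions found to reverse belonged to differences that were not past the threshold with all libraries. Between the groups, Hoxa10, at 0.02, was -0.0440 with median-ratio scaling, -0.0271 with edgeR, and from -0.0385 to 0.0844 when single libraries were left out. Hmga2, at -0.02, ran from -0.107 to 0.0738 in the latter fits. The difference of Elavl2, nuclear vs cytoplasmic, at -0.08, ran from -0.186 to 0.0197 in them. The cause was not tested. Of 177 tests of named genes, edgeR and median-ratio scaling each moved 2 below the threshold and 1 above it, and a pseudocount of 0.1 did the same. Counted over the fits that each left out a library, 37 results fell below the threshold, 11 rose above it, 10 with a test changed direction and 46 without a test moved by more than the spread of the duplicates. Eya1 in MLL-ENL against Kit+ BM, at 0.22, ran from -0.05 to 0.49 in these fits. The range was wider for Egr1 in MLL-Gas7 against Kit+ BM, at 0.11 and from -0.35 to 0.57, and for Mmp12 in MLL-AF1p against Kit+ BM, at -0.25 and from -1.26 to 0.76, so these have no stable direction. Mmp12 in MLL-Gas7, Myc in MLL-AF6 and MLL-Gas7, and Runx1 in MLL-AF6, all against Kit+ BM, also crossed 0 in these fits. Where leaving out a library left a side of a comparison with 1 sample, no call was made in that comparison, so the counts of genes changed in all 5 MLL-FPs, of target genes and of Hmga2 have no such range.

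Hmga2 was called in 5 MLL-FPs with median-ratio scaling, the blocks, the filter on low values and eBayes without trend, and in 4 with pseudocounts of 0.1 and 0.5, without a filter, with the compared libraries alone, with edgeR and with DESeq2. Depth limits Lin28b in MLL-AF1p and St8sia5 in Kit+ BM, where both libraries had under 3 reads, so a fold against these is a lower bound.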

Differences from the paper's values

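No test in this part was chosen only after the result was seen, apart from the crossed pairing and the tree on Euclidean distances. Bars of mean CPM for 18 genes were read by eye from the paper's supplemental figures. A bar was counted as different only if it was off by more than the SD of the duplicates and by more than 1.5-fold. By this wide limit 0 of the 98 bars differ from the values here, and smaller differences would not show. Supplemental Figure 2B shows the log2 fold changes of the 10 targets of c-Myc transcriptional activation. The paper's median is about 0.15 for MLL-Gas7, about 0.46 for MLL-AF9 and about 0.37 for MLL-ENL in Supplemental Figure 2B, read by eye, and the medians here were 0.25, 0.84 and 0.72. With a pseudocount of 0.1 they were 0.26, 0.84 and 0.73, and with median-ratio scaling 0.20, 0.73 and 0.61. None of the alternatives set before the data were examined that were run for these medians, leaving out single libraries included, closed these gaps.

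The paper's Mann-Whitney p for this figure is 3.3e-11, and the value here was 2.25e-09. It was 2.15e-08 with a pseudocount of 0.1, 8.77e-09 with median-ratio scaling, 4.07e-07 without MLL-AF6 and 1.7e-08 without Myc, and it ran from 6.22e-10 to 2.56e-08 when single libraries were left out. None of the alternatives set before the data were examined closed the gap.

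The paper places MLL-AF9 and MLL-ENL apart from the other 3 MLL-FPs in its clustering. In the tree computed here they formed the closest pair, but MLL-AF6 was the last to join and MLL-AF1p and MLL-Gas7 joined the nuclear pair before it. With Spearman correlation or with fold changes relative to the mean of the 5 MLL-FPs, both set before the data were examined, and with a tree on Euclidean distances, chosen after seeing the values, the last division was between MLL-AF9 with MLL-ENL and the other 3.

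The paper states that Hmga2 is not altered in MLL-FP cells. Here it was lower than in Kit+ BM in 5 of the 5 MLL-FPs by limma, with log2 fold changes from -1.43 to -0.58. The paper's Supplemental Table 1 gives -1.45, -1.07, -1.27, -0.84 and -0.60 for MLL-AF1p, MLL-AF6, MLL-AF9, MLL-ENL and MLL-Gas7. With a pseudocount of 0.1 or 0.5, without a filter, with the compared libraries alone, with edgeR or with DESeq2, 4 of the 5 were called. With a pseudocount of 0.1, the compared libraries alone, edgeR and DESeq2, the one not called was MLL-Gas7.

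The paper states that MLL-FP targets such as Eya1 and Mef2c are raised uniformly in all MLL-FPs. In MLL-ENL neither was called, with log2 fold changes of 0.22 for Eya1 and 0.31 for Mef2c. When single libraries were left out, these ran from -0.05 to 0.49 for Eya1 and from 0.09 to 0.54 for Mef2c. With the crossed pairing, chosen after seeing the values, Mef2c was called in MLL-ENL (limma adjusted p = 0.0368), and no other setting recomputed for single genes called either gene there. Over these settings the adjusted p from limma, edgeR or DESeq2 ran from 0.0368 to 0.32 for Mef2c and from 0.243 to 0.51 for Eya1.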

Other observations

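The tests in this part on ribosome biogenesis genes, on Hmga2-ps1, on Eya1 without a pseudocount and on markers of cell lineages were chosen only after the pattern they bear on was seen.

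The 7817 genes that differed between the nuclear and the cytoplasmic group were weighed against technical explanations. Among the 10 ways to divide the 5 fusions into 2 and 3 with duplicates kept together, 1 gave as many genes, the real one, and the next, MLL-AF1p with MLL-AF6 against the rest, gave 6448. The share of 0.1 is the smallest this design allows, so the difference cannot be told apart from a chance division of the fusions by this test. Among the 100 ways to divide the 10 libraries with 2 of each replicate number in the smaller group, 1 gave as many genes in a fit of 2 means, again the real one, with 5131 genes. The next, with 1731 genes, was also a pair of whole fusions, MLL-AF1p and MLL-Gas7. The likeness of duplicates of a fusion therefore carries much of this result. Depth was tested by thinning every library to about 25911654 reads, which left 7659 genes past the threshold, 7515 of them shared. Across the 13793 genes with a value, which are 99.0% of those tested, the difference had a Spearman rho of -0.0264 with GC content and 0.0214 with transcript length. Depth, GC content and length are therefore unlikely sources.

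A mislabelled sample as an explanation was tested through the mouse genes of the fusion partners. Eps15 in MLL-AF1p, Mllt4 in MLL-AF6 and Mllt3 in MLL-AF9 were higher in both own libraries than in every other MLL-FP library, and Mllt1 in MLL-ENL and Gas7 in MLL-Gas7 were not, which makes 3 of the 5 fusions. The control was not below these levels throughout, since Mllt4 had 10.8 CPM in Kit+ BM replicate 1 and 10.2 CPM in MLL-AF6 replicate 2. For Mllt3 the margin was small, with 13.6 CPM in the lower MLL-AF9 library and 11.9 in the higher Kit+ BM library. Reads of a human partner sequence may not align to the mouse gene. This test therefore excludes a swap of labels for none of the 5 fusions. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 0 CPM in all 12 libraries and Xist had between 106 and 292 CPM, as female donors give, so there is no trace of cells of a male mouse.

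The 3 Myc target lists lay at the 100th percentile of 10000 random lists matched on expression, and 0 of the random lists had a median difference as large. This cannot tell a program from the selection of the lists, because the paper chose their genes by the same difference. A test on other genes used 35 genes of ribosome biogenesis, chosen by their symbols alone and outside the lists. Their median difference was 0.42 against 0.08 in random lists, at the 100th percentile, with 31 genes higher and 2 lower past the limma threshold. Genes of one process can move together, which randomly drawn genes need not do. The percentile therefore does not measure variation between fusions, and a choice by symbol can admit genes with another role. The lowest nuclear library scored 0.47 and the highest cytoplasmic library 0.44, a narrow gap. A candidate explanation is that a growth program wider than the listed genes is higher in the nuclear group. Myc activity was not measured, and faster growth for another reason would give the same pattern.

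The lower Hmga2 in MLL-FPs may come in part from reads shared with the Hmga2-ps1 copy. The summed CPM was 9.38 and 7.35 in the control libraries, and it was lower than both in 6 of the 10 MLL-FP libraries. It was 13.5 and 17.2 in MLL-AF1p and 7.98 and 8.21 in MLL-AF9. A shift of reads to the copy cannot be excluded for these lines, while MLL-AF6, MLL-ENL and MLL-Gas7 were lower in the sum as well.

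That Eya1 was not called in MLL-ENL was weighed against the pseudocount, which compresses low values. edgeR, which uses no such pseudocount, gave a log2 fold change of 0.32 and an adjusted p of 0.437, so the pseudocount is not a likely cause. The adjusted p from limma, edgeR or DESeq2 ranged from 0.243 to 0.51 over the alternatives run for this gene.

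Among genes past the limma threshold with separated libraries, the largest differences toward the cytoplasmic group were those of Mmp12, Epx, Cd74, Cpa3 and Itgax, the last 4 with -5.44, -5.22, -5.16 and -4.95. Marker genes other than these were used to ask whether cells of a lineage are fewer in the nuclear lines. Eosinophil granule genes overlapped between the groups, with a gap of -0.39 from the highest nuclear to the lowest cytoplasmic library, and so did 6 mast cell genes, with a gap of -0.71. The duplicates of MLL-AF1p differed widely in Epx, at 2157 and 78.1 CPM. MHC class II genes did not overlap, with a gap of 1.60, nuclear libraries from 2.00 to 2.41, cytoplasmic libraries from 4.02 to 5.85 and control libraries from 6.11 to 6.75 in mean log2(CPM + 1). Fewer antigen-presenting cells in the nuclear lines may account for lower Cd74 and Itgax, and lower expression per cell would look the same in bulk RNA. The mean difference between the groups was -3.19 for the eosinophil granule genes, -2.54 for the mast cell genes and -2.81 for the MHC class II genes. The overlap of single libraries therefore does not argue against fewer eosinophil-lineage or mast-lineage cells, which remain possible for Epx and Cpa3.

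The paper measures Myc, Lin28B and other transcripts by qPCR in further lines, and names Myb, Hmgb3 and Cbx5 from earlier work as activated independent of the fusion partner. In the RNA sequencing, Myb was higher than in Kit+ BM in MLL-AF9 (log2 fold change 0.86), MLL-ENL (0.89) and MLL-AF6 (0.59) by limma, and it was not called in MLL-AF1p (-0.14) or MLL-Gas7 (-0.04). Hmgb3 was higher in MLL-AF9 (0.55, limma adjusted p = 0.00303), lower in MLL-AF1p (-0.77, limma adjusted p = 0.000562) and not called in MLL-ENL (0.28, limma adjusted p = 0.0679). Cbx5 was higher in MLL-AF9 (0.50) and MLL-ENL (0.37) and lower in MLL-AF1p (-0.29). Between the groups Myb differed by 0.73, Hmgb3 by 0.69 and Cbx5 by 0.49, all past the limma threshold. No explanation was tested.

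Lin28a, the paralog of Lin28b, had 35.5 ± 6.00 CPM (SD, n = 2) in Kit+ BM and 6.23 ± 0.652 in MLL-Gas7, a log2 fold change of -2.33 (limma adjusted p = 0.0004). In MLL-AF1p it was -1.22 (limma adjusted p = 0.0156), with duplicates far apart at 23.5 and 8.96 CPM. That fold change ran from -1.865 to -0.568 when single libraries were left out. The cytoplasmic MLL-AF6, at 28.4 CPM, lay above MLL-AF9 at 21.6 and MLL-ENL at 20.4, so a higher level in the nuclear group did not hold against every cytoplasmic fusion. The difference between the groups, 0.56, had a limma adjusted p of 0.0458, and the adjusted p from limma, edgeR or DESeq2 ran from 0.0314 to 0.0658 under the alternatives with no library left out. With a library left out it was past the threshold only in the 2 fits that each left out an MLL-AF1p library, so this call depends on the setting.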
